# Vascular endothelial-specific loss of TGF-beta signaling as a model for choroidal neovascularization and central nervous system vascular inflammation

**DOI:** 10.7554/eLife.107018

**Published:** 2025-12-23

**Authors:** Yanshu Wang, Amir Rattner, Zhongming Li, Philip M Smallwood, Jeremy Nathans

**Keywords:** retinal development, blood-retinal barrier, inflammation, neovascularization, TGF-beta, Mouse

## Abstract

In mice, postnatal endothelial cell (EC)-specific knockout of the genes coding for transforming growth factor-beta receptor (TGFBR)1 and/or TGFBR2 eliminates TGF-beta signaling in vascular ECs and leads to distinctive central nervous system (CNS) vascular phenotypes. Knockout mice exhibit (1) reduced intraretinal vascularization, (2) choroidal neovascularization with occasional anastomoses connecting choroidal and intraretinal vasculatures, (3) infiltration of diverse immune cells into the retina, including macrophages, T-cells, B-cells, NK cells, and dendritic cells, (4) a close physical association between immune cells and retinal vasculature, (5) a pro-inflammatory transcriptional state in CNS ECs, with increased ICAM1 immunoreactivity, and (6) increased smooth muscle actin immunostaining in CNS pericytes. Comparisons of the retinal phenotype with two other genetic models of retinal hypovascularization – loss of Norrin/Fzd4 signaling and loss of vascular endothelial growth factor (VEGF) signaling – show that the immune cell infiltrate is greatest with loss of TGF-beta signaling, more modest with loss of Norrin/Fzd4 signaling, and undetectable with loss of VEGF signaling. The phenotypes caused by loss of TGF-beta signaling in ECs recapitulate some of the cardinal features of retinal and neurologic diseases associated with vascular inflammation. These observations suggest that therapies that promote TGF-beta-dependent anti-inflammatory responses in ECs could represent a promising strategy for disease modulation.

## Introduction

In the central nervous system (CNS), vascular development, structure, and function are tightly regulated by multiple signaling pathways, including the vascular endothelial growth factor (VEGF), Wnt, Notch, and TGF-beta pathways (Wälchli et al., 2015; Wälchli et al., 2023; Rattner et al., 2022). These signals control angiogenesis, vascular remodeling, and vascular permeability. With respect to permeability, the vasculature serving most of the CNS is distinguished from non-CNS vasculature by greatly reduced permeability, a specialization referred to as the blood-brain barrier (BBB) or, in the retina, the blood-retina barrier (BRB).

Disorders of CNS vascular structure and function are a major cause of morbidity and mortality (Ropper et al., 2023). These include arteriovenous malformations, vasculitis, atherosclerosis, small vessel disease, moyamoya, neovascular age-related macular degeneration (AMD), and diabetic retinopathy. Additionally, many CNS diseases or disorders that are not primarily vascular – including Alzheimer disease, multiple sclerosis, epilepsy, stroke, infection, and traumatic brain injury – are associated with altered vascular function, most commonly with reduced BBB integrity (Profaci et al., 2020; Chen et al., 2024).

A common feature of many CNS disorders is neuroinflammation. Although vascular endothelial cells (ECs) are not generally considered to be part of the immune system, in some locations and under some conditions, they acquire properties characteristic of immune cells, including secretion of cytokines, surface display of co-stimulatory or co-inhibitory receptors, and antigen presentation in association with MHC class II proteins (Pober and Sessa, 2014; Amersfoort et al., 2022). The best-characterized role for ECs in immune system function is as a site for binding and extravasation of circulating immune cells. As first demonstrated in lymphoid organs, ECs can recruit immune cells by expressing chemokines and cell-surface adhesion proteins that interact with cognate receptors on immune cells (Sackstein, 2005; Blanchard and Girard, 2021). In the context of inflammation, increased production of chemokines and adhesion proteins by ECs in non-lymphoid organs leads to the local recruitment of circulating immune cells and their subsequent extravasation (Denes et al., 2024). Under noninflammatory conditions, ECs are maintained in a quiescent state. In CNS ECs, quiescence is maintained in part by the actions of astrocyte-derived Sonic Hedgehog and endothelial Wnt signaling, with the result that few immune cells other than resident microglia are found within the CNS (Alvarez et al., 2011; Lengfeld et al., 2017).

TGF-beta signaling regulates inflammation in many tissues and in many cell types, as determined by the phenotypes of ligand, receptor, and downstream effector (SMAD) knockout (KO) mice (Shull et al., 1992; Kulkarni et al., 1993; Travis and Sheppard, 2014; Massagué and Sheppard, 2023). TGF-beta signaling also controls vascular development, with loss-of-function mutations in TGF-beta receptor 1 (TGFBR1/ALK5), TGFBR2, the EC accessory receptor Endoglin, or various SMADs producing defects in endothelial and/or pericyte development and early lethality (Goumans et al., 2009). The principal ligands for the TGFBR1-TGFBR2 heterodimer are the three highly homologous TGF-beta family members (Heldin and Moustakas, 2016). TGF-beta ligands are initially secreted as inactive (‘latent’) complexes that include inhibitory subunits, and the dimeric ligands are subsequently released by the catalytic action of integrins (Shi et al., 2011; Dong et al., 2017). Constitutive loss of both TGF-beta1 and TGF-beta3, loss of integrins expressed by glia, or loss of TGFBR2 in ECs produces similar defects in CNS angiogenesis and CNS vascular integrity (Cambier et al., 2005; Mu et al., 2008; Aluwihare et al., 2009; Nguyen et al., 2011; Allinson et al., 2012; Arnold et al., 2012; Arnold et al., 2014).

The role of TGF-beta signaling in retinal vascular development has been studied with CreER/LoxP conditional KO mice, both to facilitate survival beyond the early lethality of constitutive KO alleles and to permit the study of cell-type-specific KOs. Postnatal loss of TGFBR2 in all ocular cell types leads to microaneurysms, leaky capillaries, retinal hemorrhages, reactive microglia, and pericyte abnormalities, a picture that closely resembles the pathologies associated with severe diabetic retinopathy (Braunger et al., 2015). Postnatal EC-specific loss of TGFBR2 leads to defective retinal angiogenesis, the absence of an intraretinal capillary plexus, and choroidal neovascularization (CNV) (Allinson et al., 2012, Schlecht et al., 2017; Zarkada et al., 2021). The present study was undertaken to more fully define the cellular and molecular defects associated with endothelial-specific loss of TGF-beta signaling in the CNS, with an emphasis on the retina. In particular, we have sought to define the relationship between endothelial TGF-beta signaling and inflammation, as inflammation is a likely driver of diabetic retinopathy and AMD (Wang et al., 2024).

## Results

### CNV with loss of endothelial TGF-beta signaling

Retinal ECs were visualized with GS-lectin, anti-PECAM1, or anti-CLDN5 in retinas from young adult mice with early postnatal EC-specific loss of *Tgfbr1* or *Tgfbr2* (*Cdh5CreER;Tgfbr1^CKO/-^* or *Cdh5CreER;Tgfbr2^CKO/-^* mice treated with 4-hydroxytamoxifen [4HT] between postnatal day [P]3 and P5). These retinas show moderate disorganization of the three nuclear layers and a near absence of capillaries in the outermost tier of the retinal vasculature in the outer plexiform layer (OPL) (Figure 1; Figure 1—figure supplement 1), consistent with earlier descriptions of EC-specific inactivation of *Tgfbr1* (Allinson et al., 2012, Schlecht et al., 2017; Zarkada et al., 2021). These retinas also show multiple regions of choroidal (i.e. subretinal) neovascularization (CNV) as highlighted by the white arrows in Figure 1A and B (middle row) (see also Figure 1C, right, and Figure 1—figure supplement 1B).

**Figure 1.**
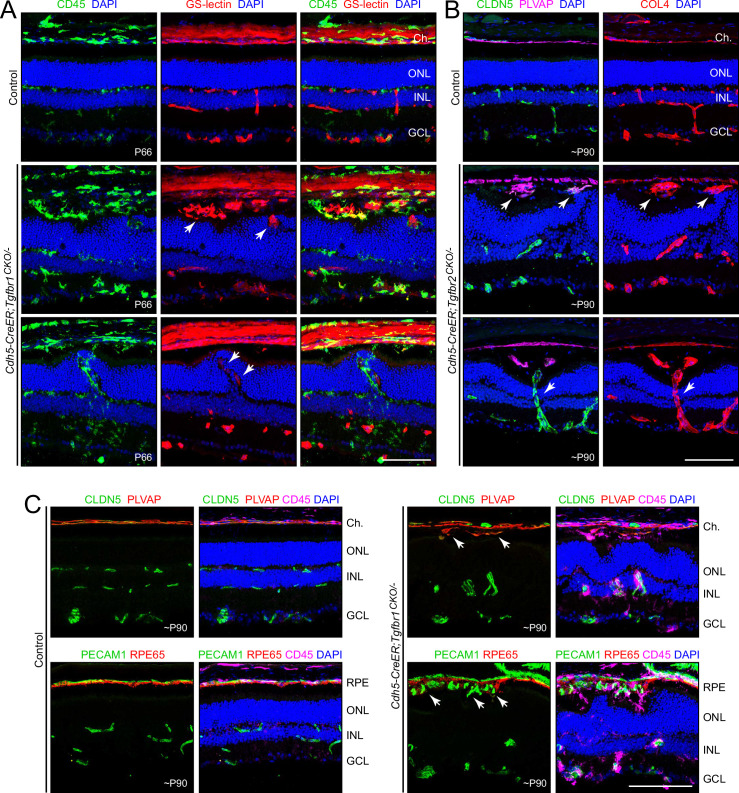
Endothelial cell (EC)-specific loss of TGF-beta signaling leads to attenuated retinal vascular development, choroidal neovascularization (CNV), and anastomoses between retinal and choroidal vasculatures. (**A**) *Cdh5CreER;Tgfbr1^CKO/-^* retinas showing CNV (white arrows in central panels) and vascular invasion of the outer nuclear layer (white arrows in lower panels), both with associated CD45+ immune cells. (**B**) *Cdh5CreER;Tgfbr2^CKO/-^* retinas showing CNV (white arrows in central panels) and an anastomosis between retinal and choroidal vasculatures (white arrows in lower panels), with intraretinal EC marker CLDN5, choroidal EC marker PLVAP, and pan-vascular marker COL4 (collagen4). (**C**) Upper right panels, in the *Cdh5CreER;Tgfbr1^CKO/-^* retina, CNV (white arrows) is derived from choroidal vasculature, marked by PLVAP. Lower right panels, CNV (white arrows) is present in the subretinal space, i.e., on the retinal side of the RPE, which is marked by RPE65. Abbreviations: Ch., choroid; ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer; RPE, retinal pigment epithelium. The ages of the mice are indicated in postnatal days (P) for this and all other figures. Scale bars, 100 µm.

**Figure 1—figure supplement 1.**
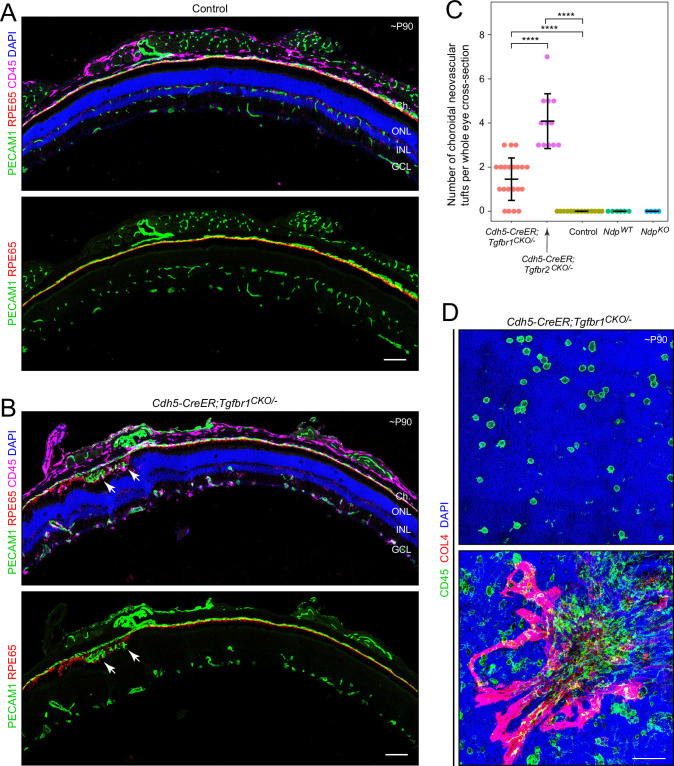
Localized choroidal neovascularization (CNV) with endothelial cell (EC)-specific loss of TGF-beta signaling. (**A**) Phenotypically wild-type (WT) control retina. (**B**) *Cdh5CreER;Tgfbr1^CKO/-^* retina. Eyes from mice at ~P90 were fresh frozen, sectioned, and immunostained. RPE65 marks the retinal pigment epithelium (RPE). In the *Cdh5CreER;Tgfbr1^CKO/-^* retina in (**B**), PECAM1+ ECs and associated RPE cells can be seen protruding into the subretinal space in an ~200 µm wide region (white arrows). (**C**) Quantification of CNV tufts in frozen sections of adult *Cdh5CreER;Tgfbr1^CKO/-^* retinas, *Cdh5CreER;Tgfbr2^CKO/-^* retinas, *Ndp^KO^* retinas, and age-matched control retinas. Each data point represents a single whole eye section. CNV tufts were seen only in *Cdh5CreER;Tgfbr1^CKO/-^* retinas. (**D**) Retina flatmounts from *Cdh5CreER;Tgfbr1^CKO/-^* ~P90 mice show scattered CD45+ cells (upper panel) and variably sized zones of CNV with vessel-associated CD45+ cells (lower panel). The stacked Z-planes of the images are at the level of photoreceptors and RPE. Retinas were mounted photoreceptor side up. All other retina flatmount images were mounted ganglion cell side up. The confocal microscope collects images from above. Abbreviations: Ch., choroid; ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer; P, postnatal day. Scale bars, 100 µm.

**Figure 1—figure supplement 2.**
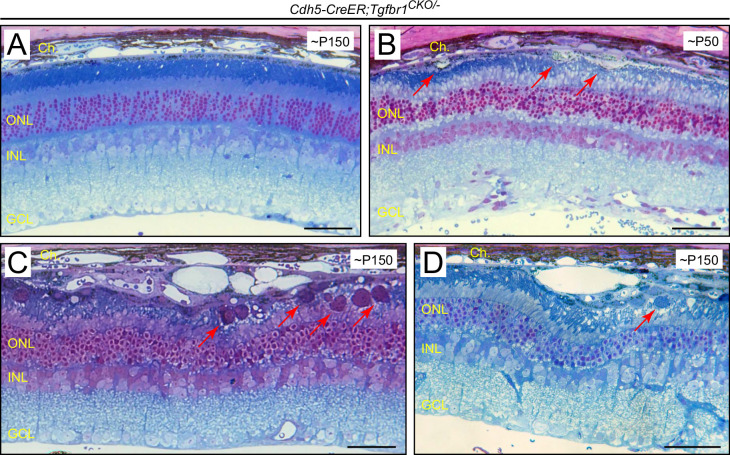
Endothelial cell (EC)-specific loss of TGF-beta signaling leads to defects in subretinal structure, with alternating zones of normal structure and choroidal neovascularization (CNV). 0.5 µm epon sections from adult *Cdh5CreER;Tgfbr1^CKO/-^* retinas show (**A**) essentially normal retinal structure, (**B**) small regions of CNV (red arrows in **B**), or (**C, D**) larger regions of CNV. Immune cells (red arrows in **C** and **D**) are present in the subretinal space. Ch., choroid; ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bars, 50 µm.

**Figure 1—figure supplement 3.**
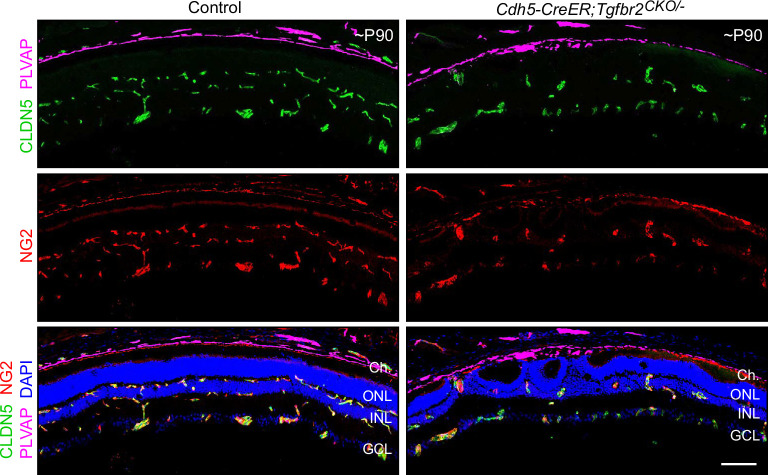
Endothelial cell (EC)-specific loss of TGF-beta signaling produces little or no change in pericyte NG2 immunostaining. Left panels, phenotypically wild-type (WT) control retina. Right panels, *Cdh5CreER;Tgfbr2^CKO/-^* retinas. Eyes from mice at ~P90 were fresh frozen, sectioned, and immunostained. PLVAP marks the choroidal vasculature, CLDN5 marks the retinal vasculature, and NG2 marks pericytes. Ch., choroid; ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer; P, postnatal day. Scale bar, 100 µm.

**Figure 1—figure supplement 4.**
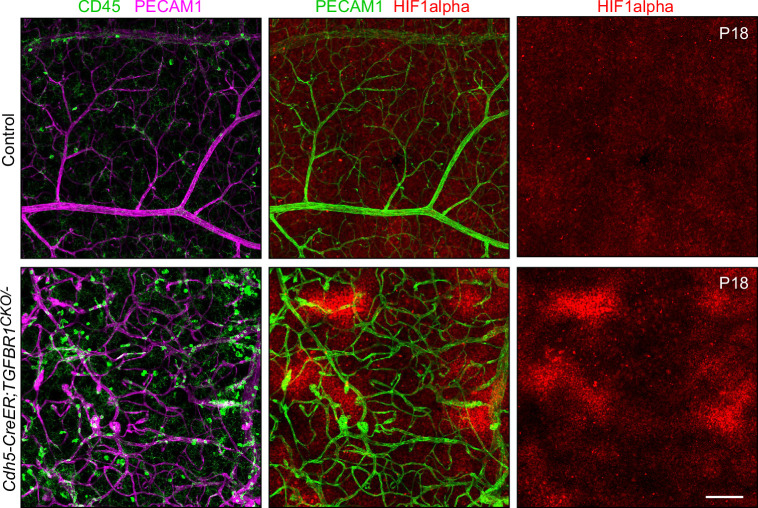
Retinal hypoxia in *Cdh5CreER;Tgfbr1^CKO/-^* retinas at postnatal day (P)18. Retina flatmounts were stained for HIF1-alpha to visualize regions with hypoxia. Territories with accumulation of HIF1-alpha, localized to nuclei, are seen in *Cdh5CreER;Tgfbr1^CKO/-^* retinas. Control retinas have lower levels of HIF1-alpha. Scale bar, 100 µm.

**Figure 1—figure supplement 5.**
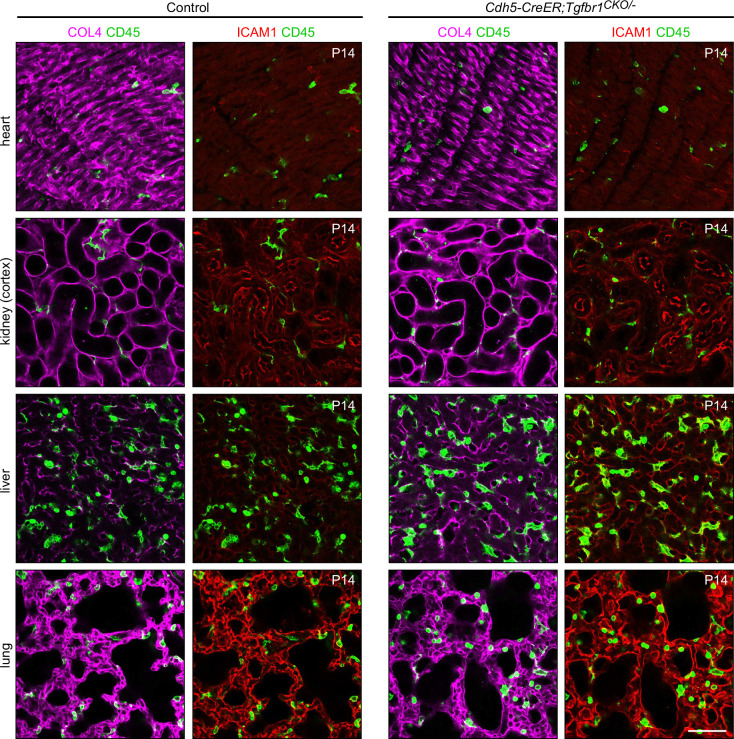
No change in the density of CD45+ immune cells in *Cdh5CreER;Tgfbr1^CKO/-^* heart, kidney, liver, and lung at postnatal day (P)14. Collagen-4 (COL4) marks ECM, including perivascular ECM. ICAM1 is unchanged. P14 corresponds to the peak of CD45+ cell counts in the *Cdh5CreER;Tgfbr1^CKO/-^* retina. Scale bar, 50 µm.

**Figure 1—figure supplement 6.**
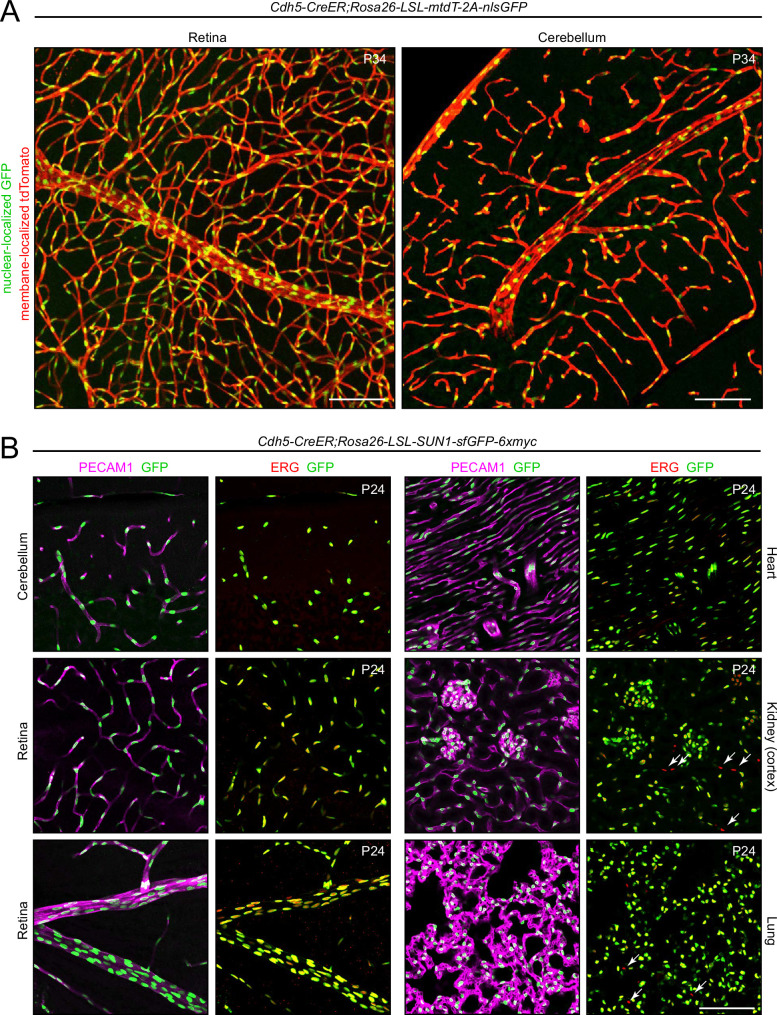
Endothelial cell (EC) specificity of *Cdh5CreER* assessed by recombination of two *loxP-stop-loxP* (*LSL*) reporters. (**A**) *Cdh5CreER;Rosa26-LSL-mtdT-2A-nlsGFP* shows membrane-localized tdTomato exclusively in EC cell bodies and nuclear-localized GFP exclusively in EC nuclei in flatmounts of retina (left) and vibratome sections of cerebellum (right). (**B**) *Cdh5CreER;Rosa26-LSL-SUN1-sfGFP-6xmyc* shows co-localization of the nuclear membrane fusion protein SUN1-super-folder (sf)GFP-6xmyc with nuclear-localized ERG, an EC-specific transcription factor, in flatmounts of retina and in vibratome sections of cerebellum, heart, kidney, and lung. PECAM1 marks ECs, and the SUN1-GFP reporter is seen to localize exclusively to ECs. In the kidney and lung images, a few nuclei are ERG-positive but GFP-negative (white arrows); these presumably represent EC nuclei in which Cre-mediated recombination did not occur. Scale bars, 100 µm.

**Figure 1—figure supplement 7.**
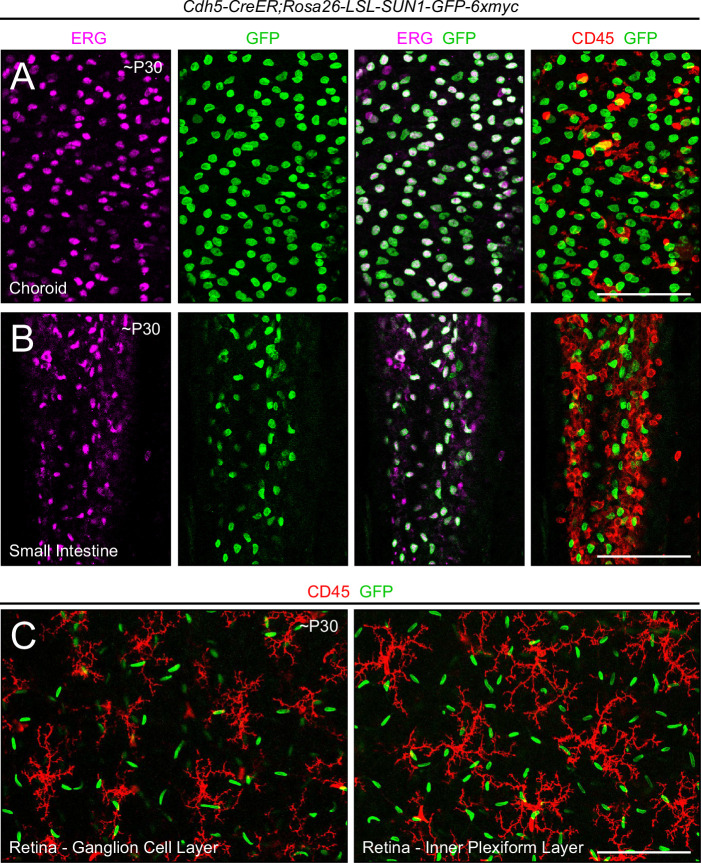
Endothelial cell (EC) specificity of *Cdh5CreER* compared to CD45+ immune cells, assessed by recombination of the *Rosa26-LSL-SUN1-sfGFP-6xmyc* reporter. (**A, B**) Co-localization of the nuclear-localized GFP reporter with the EC transcription factor ERG and non-co-localization with the macrophage marker CD45 in (**A**) a flatmount of choroid and in (**B**) a vibratome section of small intestine. In the rightmost panel, GFP and CD45 are seen to have distinct localizations in both tissues. (**C**) Retina flatmounts showing non-overlapping patterns of GFP (elongated EC nuclei) and CD45 (microglia). Scale bars, 100 µm.

**Figure 1—figure supplement 8.**
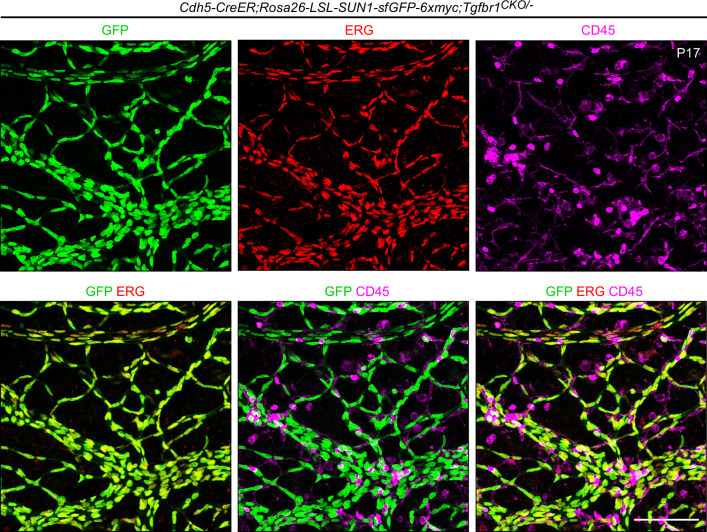
Endothelial cell (EC) specificity of *Cdh5CreER* in the *Cdh5CreER;Tgfbr1^CKO/-^* genetic background, based on recombination with the *Rosa26-LSL-SUN1-sfGFP-6xmyc* reporter. A retina flatmount from a P17 *Cdh5CreER;Tgfbr1^CKO/-^;Rosa26-LSL-SUN1-sfGFP-6xmyc* mouse shows the phenotype of CD45+ immune cell accumulation following loss of TGF-beta signaling. GFP expressed from the *LSL* reporter co-localizes with ERG and shows no co-localization with CD45. Scale bar, 100 µm.

Flatmounts of *Cdh5CreER;Tgfbr1^CKO/-^* retinas mounted with the photoreceptor side up and imaged at the level of the photoreceptors and retinal pigment epithelium (RPE) show many regions with scattered CD45+ immune cells (Figure 1—figure supplement 1D, upper panel) and zones of CNV that can be visualized in their entirety by immunostaining for a vascular marker (COL4 in Figure 1—figure supplement 1D, lower panel). Flatmounts of control retinas immunostained and imaged in the same manner show no CD45+ cells in the outer retina and no CNV. Subretinal zones with normal morphology or with CNV are also seen in toluidine blue-stained epon-embedded sections (Figure 1—figure supplement 2). Quantification of whole eye cross-sections shows an average of one to four zones of CNV per section in *Cdh5CreER;Tgfbr1^CKO/-^* and *Cdh5CreER;Tgfbr2^CKO/-^* retinas, but no detectable CNV in phenotypically WT control retinas (typically *Cdh5CreER;Tgfbr1^CKO/+^* or *Cdh5CreER;Tgfbr2^CKO/+^*) or in retinas with severely reduced intraretinal vascular development secondary to loss of Norrin/Fzd4 signaling (*Ndp^KO^*; Figure 1—figure supplement 1C). Although the quantification in Figure 1—figure supplement 1C shows more CNV zones per section in *Cdh5CreER;Tgfbr2^CKO/-^* retinas compared to *Cdh5CreER;Tgfbr1^CKO/-^* retinas, we think it likely that a more extensive sampling would show little or no difference between these two genotypes.

Throughout this study, our analyses of EC-specific KO of *Tgfbr1* (*Cdh5CreER;TgfbrR1^CKO/-^*), *Tgfbr2* (*Cdh5CreER;TgfbrR2^CKO/-^*), and of both *Tgfbr1* and *Tgfbr2* (*Cdh5CreER;TgfbrR1^CKO/-^;Tgfbr2^CKO/-^*) indicate that the vascular phenotypes in the brain and retina are virtually identical across all three genotypes, consistent with current models that envision TGFBR1-TGFBR2 heterodimers as the active receptor complex (e.g. compare Figure 1A and B and compare Figure 1—figure supplements 1 and 3). In the figures that follow, all analyses have been conducted with EC-specific KO of *Tgfbr1*. For completeness, we also include some examples from EC-specific KO of *Tgfbr2* or EC-specific double KO of *Tgfbr1* and *Tgfbr2*.

In wild-type (WT) mice, all retinal ECs are PECAM1+ (platelet and endothelial cell adhesion molecule-1) and CLDN5+ (Claudin5, a marker of BBB and BRB vasculature) and all of the choroidal ECs are PLVAP+ (plasmalemma vesicle-associated protein, a marker of permeable vasculature) (Figure 1B and C; Figure 1—figure supplement 3). In mice with EC-specific deletion of *Tgfbr1* or *Tgfbr2,* all of the choroidal ECs are PLVAP+, all of the retinal ECs remain PLVAP-, and most, but not all, retinal ECs are CLDN5+ (Figure 1B and C; Figure 1—figure supplement 3). We note that this PLVAP phenotype contrasts with the phenotype caused by mutations in the Norrin/Fzd4 pathway, which converts all retinal ECs to PLVAP+ and all retinal capillary and vein ECs to CLDN5- (Wang et al., 2018).

Mutant retinas also exhibit occasional anastomoses between the subretinal and retinal vasculatures, a feature never observed in control retinas (Figure 1B, white arrows in bottom panels). The intraretinal segments of the communicating vessels are CLDN5+/PLVAP- and the subretinal segments, which invariably arise in a zone of CNV, are CLDN5-/PLVAP+ (Figure 1B), implying a mixed origin for these vessels. The attenuated intraretinal vasculature produced by deficient TGF-beta signaling is associated with retinal hypoxia as determined by localized accumulation of hypoxia-inducible factor (HIF)1-alpha in the nuclei of retinal parenchymal cells (Figure 1—figure supplement 4).

In mutant retinas, CD45+ immune cells are abundant, and many of these cells are closely associated with the subretinal and inner retinal vasculatures (Figure 1A and C; Figure 1—figure supplement 1A and B). In control retinas, the only CD45+ cells are the relatively sparse microglia. In the several non-CNS tissues examined – heart, kidney, liver, and lung – the density of CD45+ cells appears to be unaffected in *Cdh5CreER;Tgfbr1^CKO/-^* mice (Figure 1—figure supplement 5). Immunostaining for RPE65, a marker for the RPE, and toluidine blue-staining of epon-embedded retina sections both show RPE displacement at the sites of CNV (Figure 1C; Figure 1—figure supplements 1B and 2). In mutant retinas, there is little change in pericyte NG2 immunostaining (Figure 1—figure supplement 3).

As the phenotypes associated with EC-specific deletion of *Tgfbr1* or *Tgfbr2* involve both ECs and immune cells, it is important to ask whether Cre-mediated recombination directed by *Cdh5CreER* is, in fact, EC-specific. With two *LoxP-stop-LoxP* (*LSL*) reporters that express nuclear-localized GFP, *Rosa26-LSL-mtdT-2A-nlsGFP* (Wang et al., 2018) and *Rosa26-LSL-SUN1-sfGFP-6xmyc* (Mo et al., 2015), *Cdh5CreER* directs recombination exclusively in ECs in the retina, cerebellum, heart, kidney, and lung, as judged by cellular morphology, EC identification with PECAM1 immunostaining, and co-localization of GFP with the EC-specific transcription factor ERG (Figure 1—figure supplement 6). Additionally, CD45 localization in immune cells is mutually exclusive with *Rosa26-LSL-SUN1-sfGFP-6xmyc* reporter expression in the choroid, small intestine, and retina (Figure 1—figure supplement 7). In these experiments, the occasional exceptions to ERG and GFP co-localization consist of ECs in which Cre-mediated recombination failed to occur (e.g. Figure 1—figure supplement 6B, white arrows in the kidney and lung panels). As a further test of *Cdh5CreER* specificity, we asked whether the EC-specific recombination of the *Rosa26-LSL-SUN1-sfGFP-6xmyc* reporter observed on a WT *Tgfbr1* background was retained in a *Tgfbr1^CKO/-^* background. As seen in Figure 1—figure supplement 8, the CD45+ immune cells that accumulate in the retina lacking endothelial *Tgfbr1* do not express the GFP reporter, which retains its pattern of EC specificity. Based on these experiments, we conclude that all of the phenotypes observed in *Cdh5CreER;Tgfbr1^CKO/-^* and *Cdh5CreER;Tgfbr2^CKO/-^* mice follow from the loss of TGFBR function exclusively within ECs, and, more specifically, that all immune cell phenotypes in the retina are secondary to a change in EC properties.

*Cdh5CreER;Tgfbr1^CKO/-^* retina flatmounts show large numbers of vascular tufts (Figure 2A). This aberrant vascular architecture, which is seen in both *Cdh5CreER;Tgfbr1^CKO/-^* and *Cdh5CreER;Tgfbr2^CKO/-^* mice, shows some similarities to the previously reported vascular architecture of *Fzd4^-/-^* and *Ndp^KO^* mice (Luhmann et al., 2005; Ye et al., 2009). In particular, retinas with each of these genotypes variably display disorganized and hypertrophic superficial vessels that give rise to intraretinal vascular tufts instead of the well-organized trilayered retinal vasculature. The morphologies and locations of the intraretinal vascular tufts are similar among all of these mutant genotypes, as shown in Figure 2B. At P14, when endothelial tip cells are building the central tier of intraretinal capillaries in WT (control) retinas (white arrows in the upper left panel in Figure 2B), ECs in *Cdh5CreER;Tgfbr1^CKO/-^* retinas have formed only a few rudimentary capillaries or disconnected vascular tufts (lower left panels in Figure 2B).

**Figure 2.**
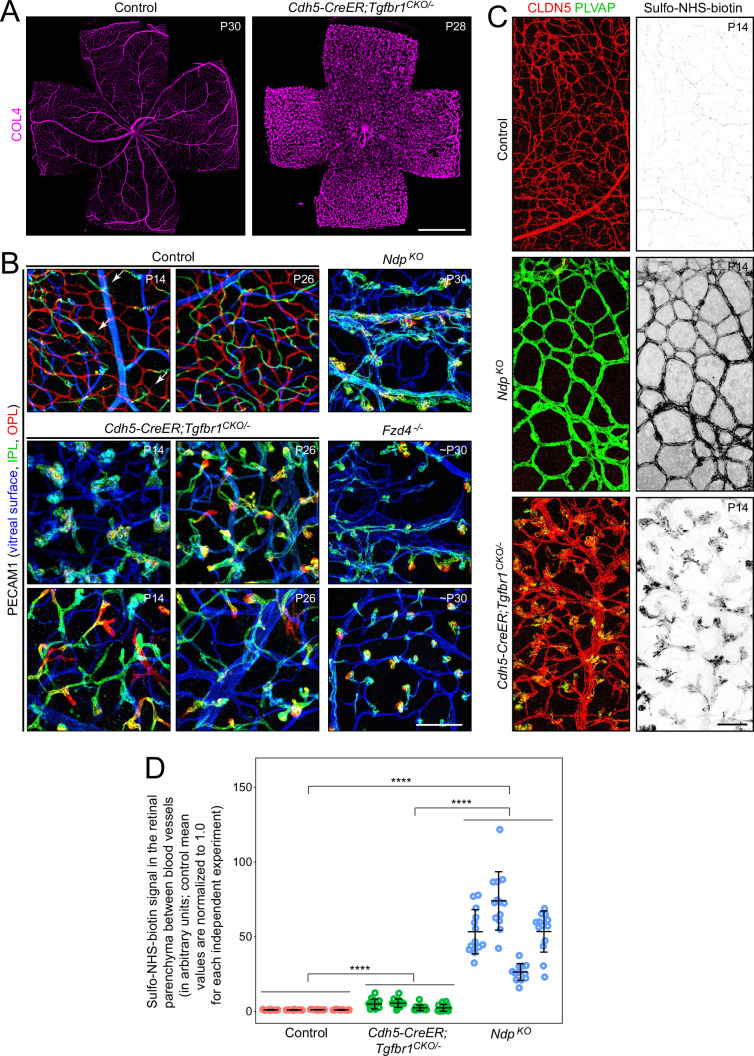
Vascular architecture in retinas with endothelial cell (EC)-specific loss of TGF-beta signaling or global loss of Norrin/Fzd4 signaling. (**A**) COL4 immunostaining of control and *Cdh5CreER;Tgfbr1^CKO/-^* flatmount retinas showing arteries, veins, and capillaries in the control retina and a high density of vascular tufts in the *Cdh5CreER;Tgfbr1^CKO/-^* retina. (**B**) False color images from the indicated genotypes and ages showing a stacked Z-series of flatmount retinas color-coded by the depth of the vasculature. For control retinas, the blue-green-red color scheme corresponds to the inner two-thirds of the retina: blue, vitreal surface; green, ganglion cell layer and inner plexiform layer; and red, inner nuclear layer and outer plexiform layer. For mutant retinas, the blue-green-red color scheme corresponds to a shallower depth, as the most deeply penetrating vascular tufts go only as far as the inner edge of the inner nuclear layer: blue, vitreal surface; green, ganglion cell layer; and red, inner plexiform layer. Left column of three panels: postnatal day (P)14 control retina (upper image; white arrows point to tip cells in the inner plexiform layer [IPL]) and two regions from a P14 *Cdh5CreER;Tgfbr1^CKO/-^* retina (lower). Center column of three panels: P26 control retina (upper) and two regions from a P26 *Cdh5CreER;Tgfbr1^CKO/-^* retina (lower). Right column of three panels, ~P30 *Ndp^KO^* retina (upper) and two regions from an ~P30 *Fzd4^-/-^* retina (lower). All images are at the same magnification and are from the midperiphery of the retina. (**C**) Flatmounts of P14 control, *Ndp^KO^*, and *Cdh5CreER;Tgfbr1^CKO/-^* retinas showing CLDN5 and PLVAP immunostaining and Sulfo-NHS-biotin accumulation (detected with fluorescent streptavidin). (**D**) Quantification of Sulfo-NHS-biotin in the retinal parenchyma. Pixel intensities for territories between vascular segments were quantified from four flatmount retinas for each of the three genotypes (13 territories per retina). For the two cohorts of control and mutant retinas, all pixel intensity values were scaled so that the mean values from the control retinas equal 1.0. Scale bar in (**A**), 1 mm. Scale bar in (**B**), 100 µm. Scale bar in (**C**), 100 µm.

Vascular permeability to the low-molecular-weight amine-reactive intravascular tracer Sulfo-NHS-biotin (administered by intraperitoneal [IP] injection ~30 min before sacrifice) was compared among control, *Cdh5CreER;Tgfbr1^CKO/-^*, and *Ndp^KO^* retinas at P14 (Figure 2C). Control retinas show little Sulfo-NHS-biotin accumulation in the vasculature or in the parenchyma (i.e. the area between the vessels); *Ndp^KO^* retinas show Sulfo-NHS-biotin accumulation in the vasculature and in the parenchyma, and *Cdh5CreER;Tgfbr1^CKO/-^* retinas show Sulfo-NHS-biotin accumulation in the vascular tufts with minimal accumulation in the non-tuft regions of vasculature and minimal leakage into the parenchyma (Figure 2C and D). As reported previously and as seen in Figure 2C, control retinal ECs are CLDN5+/PLVAP- and *Ndp^KO^* retinal ECs are CLDN5-/PLVAP+ (Wang et al., 2018). In *Cdh5CreER;Tgfbr1^CKO/-^* retinas, ECs in the bulk of the vasculature are CLDN5+/PLVAP-, but many ECs in the vascular tufts also express low levels of PLVAP. In these retinas, Sulfo-NHS-biotin accumulation in the tufts may reflect a local increase in vascular permeability. It is also worth noting that blood flow within the vascular tufts is almost certainly aberrant, as these structures comprise dead ends rather than intermediary elements in the capillary network. This anomalous blood flow could also affect Sulfo-NHS-biotin accumulation.

### Immune cell phenotype in the retina with loss of endothelial TGF-beta signaling

To more rigorously characterize the immune response in *Cdh5CreER;Tgfbr1^CKO/-^* retinas and to compare this response to that observed with loss of Norrin/Fzd4 signaling (*Ndp^KO^* retinas and *Fzd4^-/-^* retinas), flatmount retinas from P15 to P30 mice were immunostained for CD45/PTPRC (multiple immune cell types), F4-80 (monocytes and macrophages), PU.1/SPI1 (myeloid cells), IBA1/AIF-1 (microglia and macrophages), and CD3E (T-cells) (Figure 3A–C). Each of these markers shows an increase in immune cells in *Cdh5CreER;Tgfbr1^CKO/-^* retinas compared to age-matched controls. Quantifying the density of cells staining for CD45, PU.1, F4-80, and CD3E shows that, for each of these markers, endothelial loss of TGF-beta signaling is associated with the highest immune cell increase and loss of Norrin/Fzd4 signaling is associated with a more modest immune cell increase (Figure 3D–G). Interestingly, CreER-mediated recombination in *Cdh5CreER;Tgfbr1^CKO/-^* mice after the completion of retinal vascular development (~P14) did not lead to immune cell infiltration in the retina (data not shown), suggesting that the abnormal development/anatomy of the *Cdh5CreER;Tgfbr1^CKO/-^* retinal vasculature plays an essential role in the immune cell phenotype. This could reflect a role for retinal hypoxia in the pro-inflammatory state.

**Figure 3.**
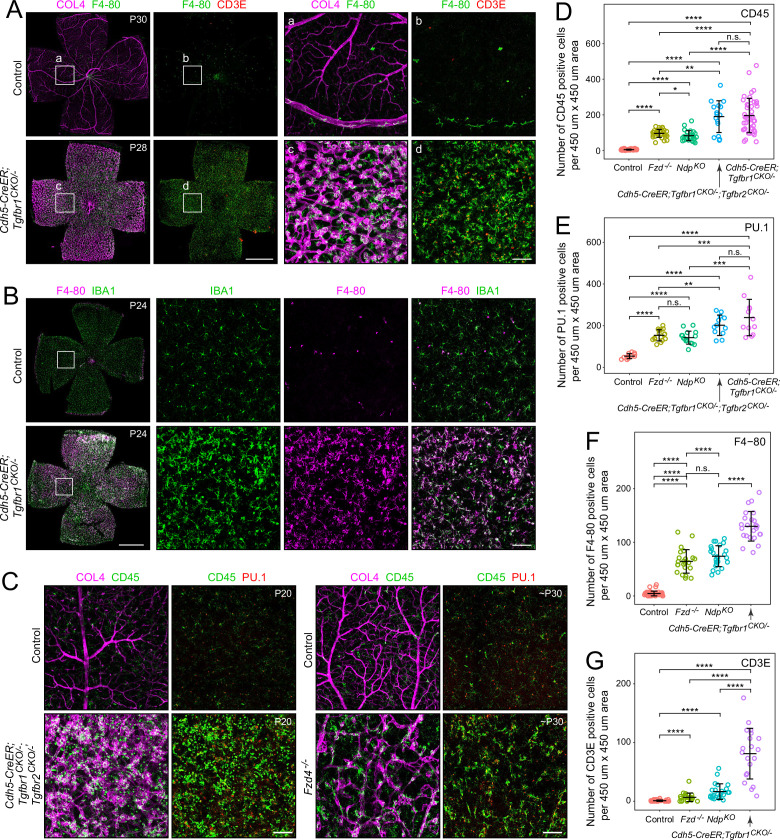
Immune cells in retinas with endothelial cell (EC)-specific loss of TGF-beta signaling or global loss of Norrin/Fzd4 signaling. (**A**) Control and *Cdh5CreER;Tgfbr1^CKO/-^* retina flatmounts (left pair of panels) with enlarged insets (right pair of panels). (**B**) Control and *Cdh5CreER;Tgfbr1^CKO/-^* retina flatmounts (left panel) and insets (right three panels). (**C**) Control and *Cdh5CreER;Tgfbr1^CKO/-^;Tgfbr2^CKO/-^* retina flatmounts, and control and *Fzd4^-/-^* retina flatmounts. (**D–G**) Quantification of numbers of cells positive for the indicated markers in 450 µm × 450 µm zones in the midperiphery of retina flatmounts from mice of the indicated genotypes. In this and other panels with statistical comparisons, the bars represent mean ± standard deviation, and p-values, calculated using the Wilcoxon rank-sum test, are shown as *<0.05, **<0.01, ***<0.001, and ****<0.0001. Scale bars in whole retina panels, 1 mm. Scale bars in all other panels, 100 µm.

**Figure 3—figure supplement 1.**
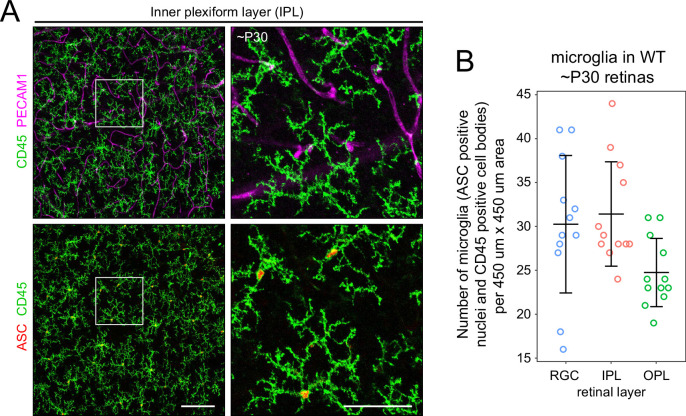
Density of microglia in control (wild-type) flatmount retinas. (**A**) Microglia and retinal endothelial cells (ECs) were visualized by immunostaining for CD45 and PECAM1 (upper two panels). By visual inspection, the distributions of the two cell types appear to be uncorrelated. For quantification, microglia were visualized by immunostaining for CD45 (plasma membrane) and ASC1 (nucleus) (lower two panels). The regions in the white squares in the left two panels are shown enlarged in the right two panels. (**B**) Quantification of microglial density in each of the three layers of the inner retina, the regions where microglia are found. Bars represent mean ± standard deviation. RGC, retinal ganglion cell layer; IPL, inner plexiform layer; OPL, outer plexiform layer. Scale bars in (**A**): left, 100 µm, right, 50 µm.

**Figure 3—figure supplement 2.**
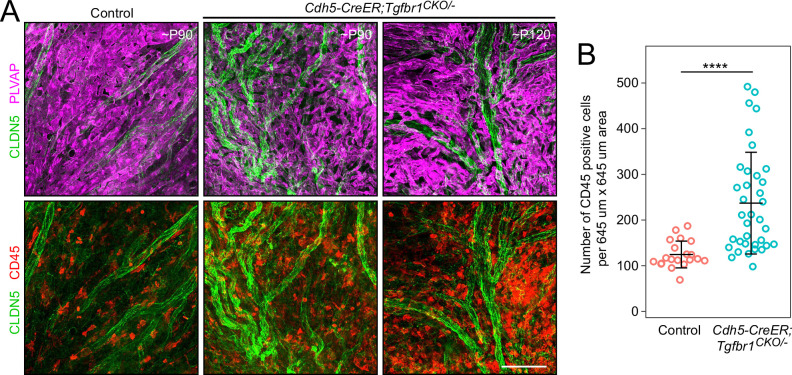
Increased macrophage density in the choroid with endothelial cell (EC)-specific loss of TGF-beta signaling. (**A**) After removing the retina, choroid flatmounts (sclera, choroidal vasculature, and retinal pigment epithelium [RPE]) were imaged from the RPE side. (**B**) The number of CD45+ cells in choroid flatmounts. Bars represent mean ± standard deviation, and p-values, calculated using the Wilcoxon rank-sum test, are shown as *<0.05, **<0.01, ***<0.001, and ****<0.0001. Scale bar, 100 µm.

**Figure 3—figure supplement 3.**
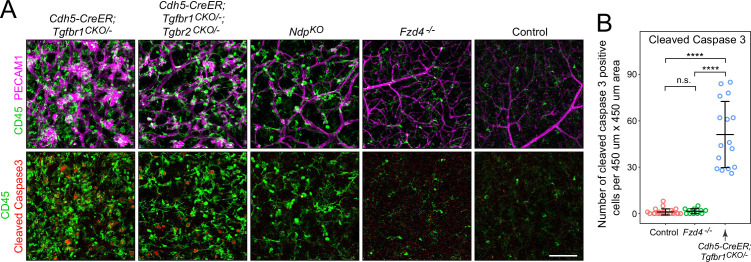
Large number of apoptotic immune cells in retinas with endothelial cell (EC)-specific loss of TGF-beta signaling. (**A**) Retina flatmounts from mice with the indicated genotypes were immunostained for cleaved Caspase 3, CD45, and PECAM1. In *Cdh5CreER;Tgfbr1^CKO/-^* and *Cdh5CreER;Tgfbr1^CKO/-^;Tgfbr2^CKO/-^* retinas, more than 20% of CD45+ cells are also positive for cleaved caspase 3. (**B**) Quantifying the number of cleaved caspase 3+ cells in control, *Fzd4^-/-^*, and *Cdh5CreER;Tgfbr1^CKO/-^* retinas. Bars represent mean ± standard deviation, and p-values, calculated using the Wilcoxon rank-sum test, are shown as *<0.05, **<0.01, ***<0.001, and ****<0.0001. n.s., not significant. Scale bar, 100 µm.

In the quantification of CD45+ cells in Figure 3, cells with resident microglial morphology were not counted. As seen by immunostaining for ASC (apoptosis-associated speck-like protein containing a CARD; nuclei) and CD45 (plasma membrane), microglia are present in control retina flatmounts at a density of 25–30 cells per 450 µm × 450 µm area in each of the three retinal layers in which they reside (retinal ganglion cell layer, inner plexiform layer, and OPL), for a total density of ~85 cells per 450 µm × 450 µm area (Figure 3—figure supplement 1). The density of CD45+ cells in *Fzd4^-/-^* and *Ndp^KO^* retinas in excess of the density of CD45+ cells in control retinas is ~100 per 450 µm × 450 µm area, and the excess density of CD45+ cells in *Cdh5CreER;Tgfbr1^CKO/-^* retinas is ~200 per 450 µm × 450 µm area (Figure 3D).

In flatmounts of control choroids, CD45+ cells are present at a density of 100–150 cells per 645 µm × 645 µm area, and in flatmounts of *Cdh5CreER;Tgfbr1^CKO/-^* choroid, CD45+ cells are present at approximately twice that density, with substantial scatter in the *Cdh5CreER;Tgfbr1^CKO/-^* data (Figure 3—figure supplement 2). A curious feature of CD45+ cells in the *Cdh5CreER;Tgfbr1^CKO/-^* retina is the large number of cells that are positive for cleaved caspase 3, a marker of apoptosis (Figure 3—figure supplement 3). Very few retinal cells of any other type are positive for cleaved caspase 3. In control retinas, and in *Fzd4^-/-^* and *Ndp^KO^* retinas, very few cells are positive for cleaved caspase 3, despite the presence of excess CD45+ cells in *Fzd4^-/-^* and *Ndp^KO^* retinas (Figure 3—figure supplement 3A; quantified for *Fzd4^-/-^* in Figure 3—figure supplement 3B). These data imply that in the *Cdh5CreER;Tgfbr1^CKO/-^* retina, there is rapid turnover of CD45+ cells, with new cells replenishing the population as resident cells are eliminated.

### Immune cell phenotyping in the retina by single-nucleus RNAseq

To obtain an unbiased assessment of the immune cell types present in the *Cdh5CreER;Tgfbr1^CKO/-^* retina, P14 control and *Cdh5CreER;Tgfbr1^CKO/-^* retinas were compared by single-nucleus (sn)RNAseq (Figure 4). 

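The deposited retina data come from nuclei isolated from whole retinas and captured with PIPseq, a method that traps single nuclei in droplets formed by vortexing with barcoded template particles and that tags each captured transcript with a unique molecular identifier (UMI), so that PCR copies are counted once. They comprise 12 libraries, 1 from control mice and 11 from *Cdh5CreER;Tgfbr1 CKO/-* (CKO) mice, in which Cre expressed in ECs was activated with 4-hydroxytamoxifen on postnatal days 3 to 5. The control library and CKO replicates 1 to 7 were made with the PIPseq v4.0 PLUS kit from about 40000 nuclei each, and CKO replicates 8 to 11 with the v5.0 kit from about 20000 nuclei each. The paper gives the age of the mice as postnatal day 14, whereas the labels of the deposited series call them young adults, and the paper's age is used here. The number of mice behind each retina library is not given in the sources used here, and each library is treated as 1 replicate.

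The authors counted UMIs per gene with PIPseeker against the GRCm39 mouse genome, removed empty droplets and background RNA with CellBender, removed doublets with SOLO, and then removed mixed nuclei by hand, together with clusters that held multiple nuclei of CKO replicates 4 and 5. The deposited values are whole UMI counts after these steps, with 1 of 11 cell type labels on each nucleus. The control library holds 11513 nuclei and 30989702 UMIs, with a median of 1595 UMIs per nucleus. The CKO libraries hold between 104 and 18862 nuclei, with a median of 4210, and between 90449 and 55803724 UMIs, with a median of 16443337. Their median UMIs per nucleus range from 613 in replicate 4 to 4041 in replicate 9. No further filter was applied to the nuclei. With a single control library, the smallest p that an exact permutation test across libraries can give is 0.0833, so that test cannot fall below 0.05 between the genotypes.

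The authors' metadata divide the libraries into 3 batches. Batch 1 holds the control and CKO replicates 1 to 3, batch 2 holds CKO replicates 4 and 5, and batch 3 holds CKO replicates 6 to 11. Among the symbols with at least 100 UMIs, 301 have UMIs only in batches 1 and 2 and 617 only in batch 3, and they carry 1.39% and 2.47% of the UMIs of those batches. The libraries also differ in sex-linked transcripts. *Xist* is at 6779 CPM in the control library and between 5577 and 6823 in CKO replicates 1, 2, 4 and 7, and between 0.365 and 12.9 in the other CKO libraries. The Y chromosome gene *Uty* is at 2.07 CPM in the control, between 0.836 and 1.52 in CKO replicates 1, 2 and 7, at 5 UMIs in replicate 4, and between 240 and 316 in the others. *Tgfbr1*, on chromosome 4 of GRCm39 from 47353134 to 47414931, is at 89.0 CPM (UMIs of the gene over all UMIs of the library) in the control library (95% interval 85.7 to 92.4, exact Poisson, counting error only). It is between 71.4 and 87.0 CPM in the CKO libraries apart from replicate 4, where 33 UMIs give 365 CPM. ECs are not among the labeled retinal cell types, and counts per gene do not separate transcripts with the deleted part from those without it, so these values do not test the deletion.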

For both genotypes, immune cell nuclei represent only a minor fraction of retinal nuclei (Figure 4A; N=628 immune cell nuclei). 

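The paper counts 628 immune nuclei, whereas the authors' deposited labels mark 720 retinal nuclei as immune cells. In the control library these are 29 of 11513 nuclei, or 0.252% (95% interval 0.169 to 0.362, exact binomial, counting error only). In the 11 CKO libraries the immune share is 6.46% ± 18.6 (SD, n = 11 libraries), with a median of 0.852% and a range from 0.500% to 62.5%. The share is above that of the control in 11 of 11 CKO libraries (two-sided exact permutation test of the means, p = 0.167). The mean rests on CKO replicate 4, one of the libraries named in the authors' manual curation, which holds 104 nuclei, of which 65 are labeled immune and 0 are rods. Without it the CKO share is 0.856% ± 0.220 (SD, n = 10), above the control in 10 of 10 libraries (p = 0.0909 from the same exact test, the smallest that 1 library against 10 allow). Within batch 1, the CKO share is 0.822% ± 0.0308 (SD, n = 3) against 0.252% in the control (exact p = 0.25, the smallest possible). Batches 2 and 3 hold CKO libraries only.

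Of the other ways of computing the share, using nuclei with a UMI of *Ptprc*, which encodes CD45, in place of the label gave 4.08% in the CKO libraries and 0.365% in the control. Among the nuclei labeled immune, 69.9% hold a *Ptprc* UMI at a median of 1798.5 UMIs per nucleus, whereas 0.0561% of rod nuclei do at a median of 1064, and 1.83% of retinal ganglion cell nuclei at a median of 8539.5. Limiting the count to nuclei with at least 1000 UMIs gave 3.56% and 0.311%, and leaving out rods from the denominator gave 7.33% and 0.593%. These means rest on CKO replicate 4 too: without it, in comparisons added after seeing the data, they are 0.935%, 0.877% and 1.81%. Pooling all 66163 CKO nuclei, as the figure does, gives 1.04%.

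**Figure D1:**
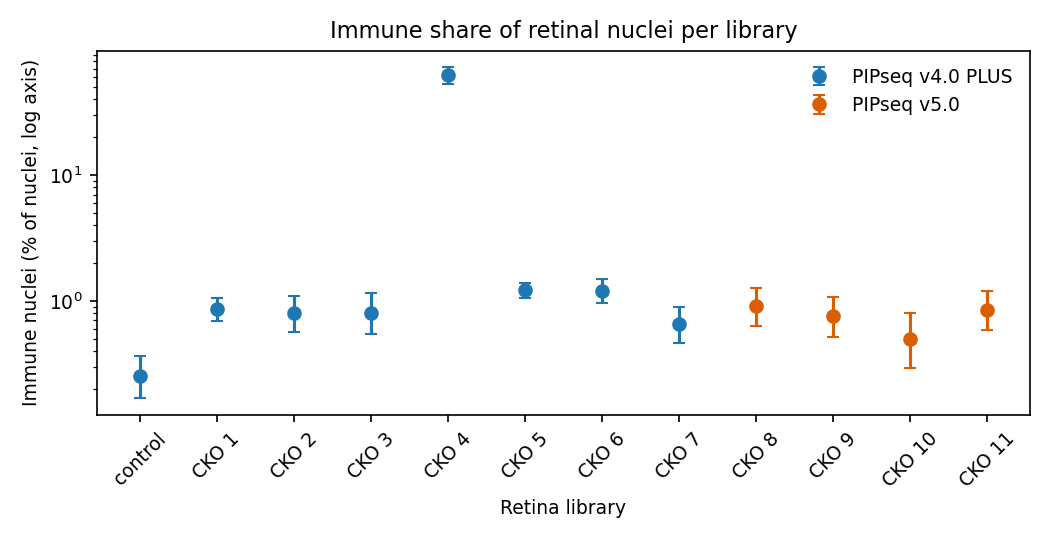
Share of retinal nuclei labeled immune in each library, in percent on a log axis, with exact binomial 95% intervals that cover counting error only; colors give the PIPseq kit. The control library lies at 0.252%, CKO replicate 4 at 62.5%, and the other CKO libraries between 0.500% and 1.21%.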

While microglia are present in both control and *Cdh5CreER;Tgfbr1^CKO/-^* retinas, all of the other immune cells in the combined snRNAseq dataset were derived from *Cdh5CreER;Tgfbr1^CKO/-^* retinas (Figure 4B). 

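The deposited labels give all immune nuclei 1 name, so the 720 nuclei were clustered here on 15023 genes with UMIs in both annotations used for the libraries (Leiden resolution 1), and each of the 12 clusters was judged by fixed marker genes. Clusters in which microglial markers prevail hold 17 control and 175 CKO nuclei. Clusters grouped as other immune cells hold 0 control and 328 CKO nuclei. Of these, 103 are in a cluster with under 3 raised markers of any class. The remaining 3 clusters have more raised markers of rods, bipolar cells or amacrine cells than of any immune class, and hold 12 control nuclei, or 41.4% of the control's immune nuclei, and 188 CKO nuclei, or 27.2%. Of their nuclei, 48.8%, 64.7% and 81.2% hold a *Ptprc* UMI, at medians of 2176.5, 7754 and 10019.5 UMIs, and the cluster with rod markers is led by hemoglobin genes. At resolution 2, a cluster of 19 nuclei grouped in this way is led by *S100a9* and *S100a8* and has 4 raised neutrophil markers. The retinal clusters are left out of the shares that follow. The rules that sort clusters into these groups were tightened after a first clustering had been seen.

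Of the control's 17 immune nuclei outside the retinal clusters, 0 are non-microglial, which allows a share of up to 17.6% (3 counts of the total), with an exact binomial upper limit of 19.5%. In the CKO libraries the non-microglial share is 58.2% ± 25.1 (SD, n = 11 libraries), from 8% in replicate 7 to 86.9% in replicate 5, and is above the control in 11 of 11 libraries (two-sided exact permutation test, p = 0.0833, the smallest that the design allows). As the control value is 0, any library with a non-microglial nucleus lies above it. Replicate 7, at 8% (0.984 to 26.0), is below the control's upper limit of 19.5%, so it is not shown to exceed the control. At Leiden resolutions of 0.5 and 2 the mean is 56.2% and 54.9%. The largest non-microglial cluster, of 103 nuclei, has under 3 raised markers of any class. UMIs of a microglial marker are in 78.6% of its nuclei and 76.2% of the other nuclei labeled immune, at medians of 3443 and 1561 UMIs. Without clusters of this kind, an alternative added after seeing the data, the mean is 50.6% and 10 of 11 libraries lie above the control, with replicate 7 at 0%. With all nuclei labeled immune as the denominator, also added later, it is 40.5%. Within batch 1 the share is 64.6% ± 15.0 (SD, n = 3) against 0 of 17 in the control (exact p = 0.25).

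From the genotype of the nuclei in Figure 4B, the paper states that the immune cells other than microglia came from CKO retinas.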

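Averaged over the 11 *Cdh5CreER;Tgfbr1 CKO/-* libraries, clusters with more raised markers of microglia than of any other class make up 30.1% ± 20.1 (SD) of the nuclei labeled immune, and clusters with more raised markers of retinal neurons 29.4% ± 8.90. Among the former, clusters of 37 and 11 nuclei have 0 microglial markers among their 10 leading genes, and the larger is led by cell cycle genes such as *Kif11* and *Aspm*. The clusters described next hold 0 control nuclei. A macrophage-like cluster of 94 nuclei, led by *Ms4a7* and with 8 of the fixed macrophage markers raised, makes up 9.99% ± 7.16 and is present in 9 of 11 libraries. A monocyte-like cluster of 58 nuclei, with 9 monocyte markers raised and *Adgre4*, *Ace* and *Plac8* among its 10 leading genes, makes up 7.73% ± 4.22 and is present in 10 libraries. It is the cluster in which the genes shown for NK cells in Figure 4 are highest. Of its nuclei, 91.4% hold a UMI of a monocyte marker, against 30.1% of the other nuclei labeled immune and 0.570% of rods, at medians of 683, 2043.5 and 1064 UMIs. For macrophage markers the shares are 79.3%, 66.5% and 1.14%, and for NK cell markers such as *Ncr1* or *Klrb1c* 3.45%, 4.23% and 0.146%.

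The remaining clusters could not be given 1 name. A cluster of 55 nuclei, at 8.07% ± 5.04 in 10 libraries, holds 12 B-cell markers and 9 dendritic cell markers, with *Pax5*, *Flt3* and *Ciita* all among its leading genes. The clustering at resolution 2 has a dendritic cell-like cluster of 37 nuclei and a B cell-like cluster of 14. A cluster of 18 nuclei, at 2.02% ± 2.09 in 7 libraries, holds 7 T-cell markers and 3 NK-cell markers. A cluster of 103 nuclei, at 12.7% ± 7.89 in 11 libraries, is led by *Ptgr1*, *Slc7a11* and *Prdx1* and is the one in which the genes shown for dendritic cells in Figure 4 are highest. In this cluster 0 macrophage and 0 dendritic cell markers of the fixed list are raised, and 11.7% of nuclei hold a UMI of such a dendritic cell marker, against 22.5% of the other nuclei labeled immune. The shares are means over 7 v4.0 PLUS and 4 v5.0 libraries.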

As determined by the patterns of expression of known immune cell markers (BD Biosciences, 2024), the immune cell population in *Cdh5CreER;Tgfbr1^CKO/-^* retinas encompasses the full spectrum of major cell classes: B-cells, T-cells, dendritic cells, macrophages, natural killer (NK)-cells, and microglia (Figure 4C–E). In contrast to the immune cells in the *Aire^-/-^* mouse model of autoimmune uveoretinitis (Heng et al., 2019), which self-organize into tertiary lymphoid organs, the immune cells in *Cdh5CreER;Tgfbr1^CKO/-^* retinas show little evidence of spatial organization beyond an association with the vasculature (Figure 3A–C and text below).

**Figure 4.**
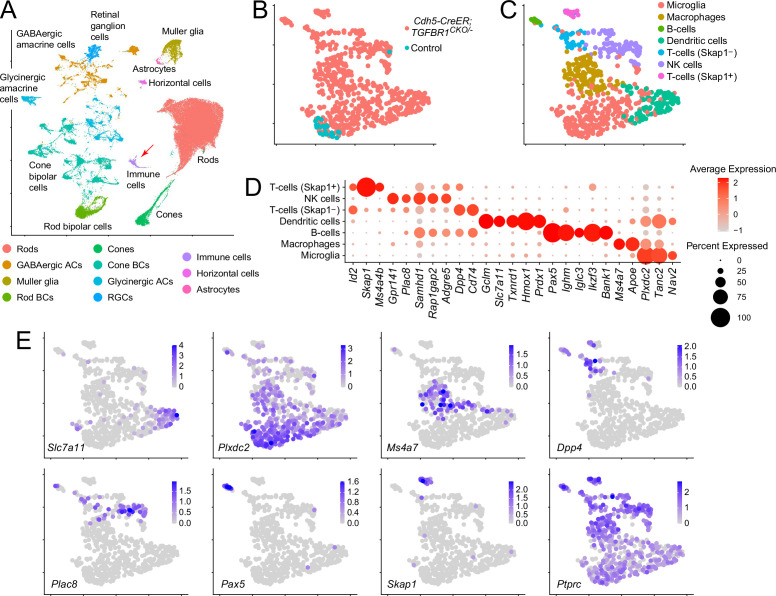
Single-nucleus RNA sequencing from control and *Cdh5CreER;Tgfbr1^CKO/-^* retinas at postnatal day (P)14. (**A**) Identification of cell clusters in a Uniform Manifold Approximation and Projection (UMAP) plot, based on established markers of retinal gene expression. The pooled control and *Cdh5CreER;Tgfbr1^CKO/-^* data are shown. The red arrow points to immune cells, almost entirely derived from the *Cdh5CreER;Tgfbr1^CKO/-^* samples, as shown in (**B**). (**B**) The contributions of control and *Cdh5CreER;Tgfbr1^CKO/-^* retinas to the immune cell cluster. (**C**) UMAP plot identifying immune cell types within the immune cell cluster, based on established markers as shown in (**D**) and (**E**). (**D**) Abundances of select transcripts in different immune cell types. (**E**) UMAP plots for select markers from (**D**) showing immune cell-type-specific expression.

### Hypovascularization secondary to loss of retinal VEGF signaling does not lead to immune cell infiltration

The presence of immune cells in retinas lacking endothelial TGF-beta signaling or Norrin/Fzd4 signaling could potentially arise from immune cell infiltration secondary to the hypoxic stress within the inner retina that results from reduced vasculature (Figure 1—figure supplement 4). Alternately, it could reflect changes in the intrinsic properties of retinal ECs that promote immune cell recruitment and extravasation. As a first step in distinguishing between these models, we generated and studied a distinct retinal hypovascularization model – *Vsx2-Cre;Vegfa^CKO/CKO^* – in which deletion of VEGF-A (hereafter, VEGF) in retinal Müller glia and neurons (Rowan and Cepko, 2004) greatly reduces intraretinal vascularization.

VEGF production by surface astrocytes guides the first stage of retinal angiogenesis, during which ECs grow outward from the optic disc along the vitreal face of the retina (Stone et al., 1995; Rattner et al., 2019). The second stage of retinal angiogenesis involves EC growth into the retina and is driven by VEGF production from cells within the inner retina (Rattner et al., 2019). In *Vsx2-Cre;Vegfa^CKO/CKO^* mice, the first stage of retinal angiogenesis is largely unaffected, but the second stage fails to occur (Figure 5A–C). In retinas lacking endothelial TGF-beta signaling or Norrin/Fzd4 signaling, high levels of retinal VEGF drive excess proliferation of ECs on the vitreal face of the retina and in intraretinal tufts. In contrast, the lack of retina-derived VEGF in *Vsx2-Cre;Vegfa^CKO/CKO^* mice results in little or no additional proliferation of ECs (Figure 5A–C).

**Figure 5.**
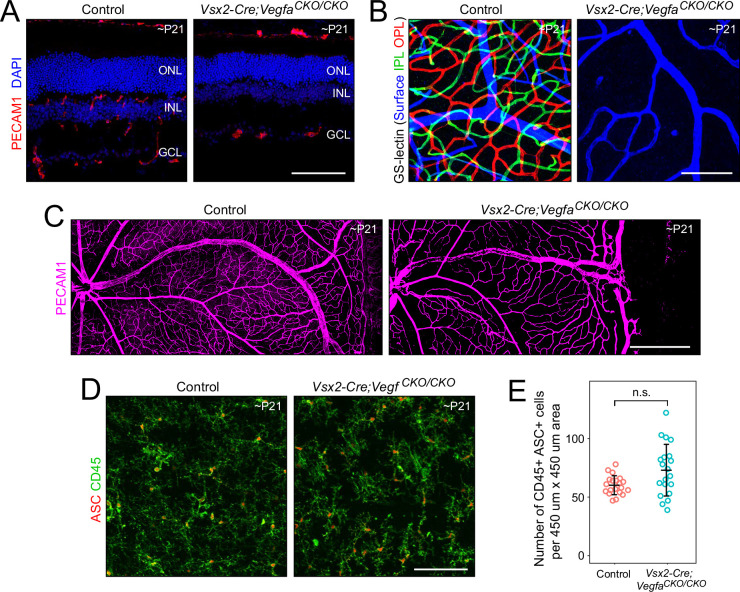
Vascular anatomy and absence of immune cell infiltration in *Vsx2-Cre;Vegfa^CKO/CKO^* retinas. (**A**) Sections of control and *Vsx2-Cre;Vegfa^CKO/CKO^* retinas immunostained with anti-PECAM1 to visualize the vasculature. (**B**) False color images of control and *Vsx2-Cre;Vegfa^CKO/CKO^* flatmount retinas showing a stacked Z-series color-coded by the depth of PECAM1 immunostained vasculature. Blue, vitreal surface; green, inner plexiform layer; red, outer plexiform layer. (**C**) Control and *Vsx2-Cre;Vegfa^CKO/CKO^* flatmount retinas immunostained with anti-PECAM1. (**D**) Control and *Vsx2-Cre;Vegfa^CKO/CKO^* flatmount retinas immunostained for ASC and CD45. (**E**) Quantification of CD45+/ASC+ cells. Scale bars, (**A**), (**B**), and (**D**), 100 µm; (**C**) 500 µm.

To compare immune cell infiltration between control and *Vsx2-Cre;Vegfa^CKO/CKO^* retinas, flatmount retinas were immunostained for ASC and CD45 (Figure 5D). Both sets of retinas exhibited similar numbers of immune cells, almost all of which appear to be microglia as judged by their morphology and distribution (Figure 5E). These data imply that retinal hypo-vascularization and inner retinal hypoxia per se do not lead to immune cell infiltration into the retina. Instead, the simplest explanation for this data is that the absence of endothelial TGF-beta signaling – and, to a lesser extent, the absence of Norrin/Fzd4 signaling, but not the absence of VEGF signaling – leads to a pro-inflammatory vascular state that attracts immune cells. This hypothesis is explored in the text and figures below.

### Close physical association between retinal vasculature and immune cells with loss of endothelial TGF-beta signaling

A close association between blood vessels and CD45+ immune cells was observed in the retina cross-sections in Figure 1. To visualize these associations in intact retinas, flatmounts were immunostained for PECAM1, ASC, and CD45 (Figure 6). In control retinas, resident microglia are the only CD45+/ASC+ cells in the retina and their cell bodies and processes tile the retina in a manner that appears to be independent of the locations of blood vessels (Figure 6, Figure 3—figure supplement 1, and Figure 6—figure supplements 1–3). By contrast, in retinas with loss of EC TGF-beta signaling, many immune cells are closely associated with the vasculature (Figure 6, Figure 6—figure supplements 1–3). Aberrant vessels that penetrate the full thickness of the outer retina are associated along their length with CD45+ cells, as seen in serial Z-plane images at both low magnification (Figure 6—figure supplements 1 and 2) and high magnification (Figure 6—figure supplement 3).

**Figure 6.**
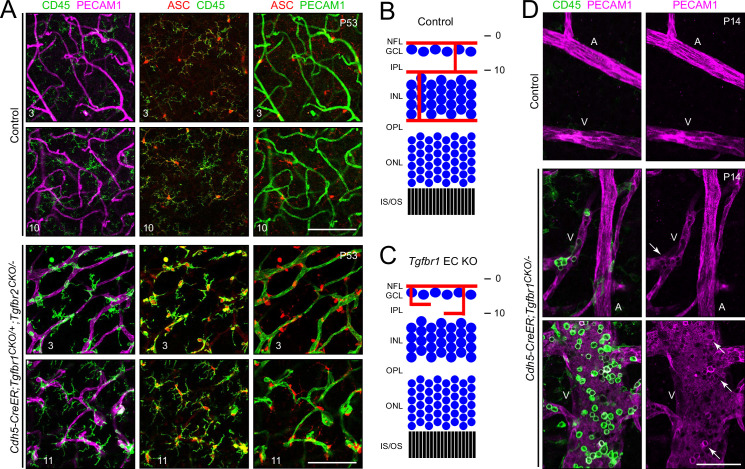
Close association between immune cells and retinal vasculature with endothelial cell (EC)-specific loss of TGF-beta signaling. (**A**) Upper six panels show a control retina flatmount. Lower six panels show a *Cdh5CreER;Tgfbr1^CKO/+^;Tgfbr2^CKO/-^* retina flatmount. ASC and CD45 label immune cells, including microglia. The Z-plane is indicated by the numbers at the bottom of each image. The nerve fiber layer (Z-plane 3) and the inner plexiform layer (Z-planes 10–11) are shown schematically in (**B**) and (**C**). (**B** and **C**) Retinal schematics showing the relationship of the vasculature and the three retinal layers. Confocal Z-planes are numbered at right. (**D**) Immune cells and venous ECs in control and *Cdh5CreER;Tgfbr1^CKO/-^* retinas. In the lower image, three of the ‘impressions’ of CD45+ immune in the distribution of PECAM1 on the EC surface are highlighted with white arrows. A, artery; V, vein. NFL, nerve fiber layer; GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; IS/OS, inner segment/outer segment. Scale bars in (**A**), 100 µm. Scale bar in (**D**), 50 µm.

**Figure 6—figure supplement 1.**
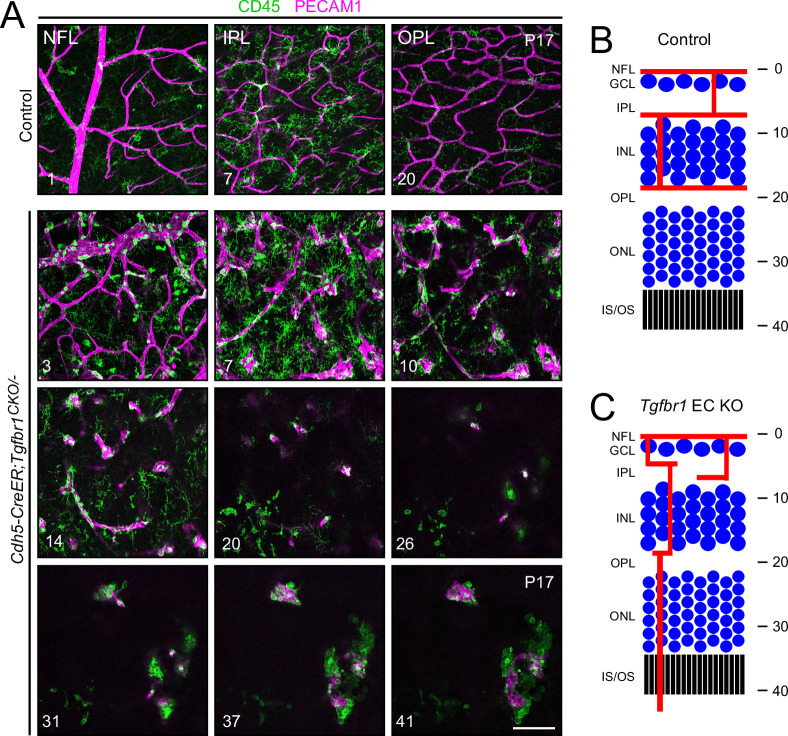
Close association between immune cells and a blood vessel forming a retinal-choroidal anastomosis in a retina with endothelial cell (EC)-specific loss of TGF-beta signaling. (**A**) Upper three panels show a control retina flatmount with sparse CD45+ microglia and PECAM1+ vasculature, imaged at three Z-planes (indicated by the numbers in the lower left corner of each image) corresponding to the NFL, IPL, and OPL. The lower nine panels show a series of Z-planes through the full thickness of a *Cdh5CreER;Tgfbr1^CKO/-^* retina flatmount with many CD45+ immune cells in contact with the vasculature. (**B** and **C**) Retinal schematics showing the relationship of the vasculature and the three retinal layers. Confocal Z-planes are numbered at right. NFL, nerve fiber layer; GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; IS/OS, inner segment/outer segment. Scale bars in (**A**), 100 µm.

**Figure 6—figure supplement 2.**
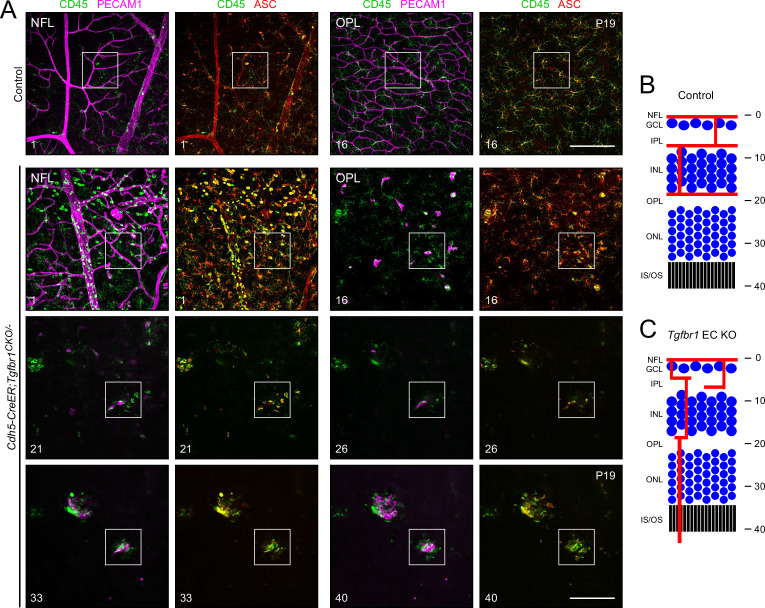
Low-magnification view of the close association between immune cells and a blood vessel forming a retinal-choroidal anastomosis in a retina with endothelial cell (EC)-specific loss of TGF-beta signaling. (**A**) The upper four panels show a control retina flatmount with PECAM1+ vasculature and sparse ASC+/CD45+ microglia, imaged at two Z-planes (indicated by the numbers in the lower left corner of each image) corresponding to the NFL and OPL. The lower 12 panels show a series of Z-planes through the full thickness of a *Cdh5CreER;Tgfbr1^CKO/-^* retina flatmount with a retinal-choroidal anastomosis (in white squares) and many CD45+ immune cells in contact with the vasculature. (**B** and **C**) Retinal schematics showing the relationship of the vasculature and the three retinal layers. Confocal Z-planes are numbered at right. NFL, nerve fiber layer; GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; IS/OS, inner segment/outer segment. Scale bars in (**A**), 200 µm.

**Figure 6—figure supplement 3.**
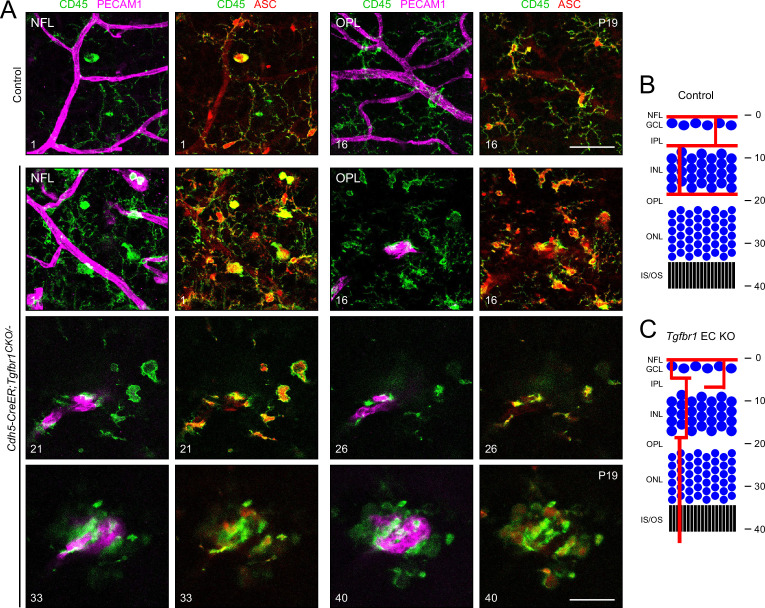
High-magnification view of the close association between immune cells and a blood vessel forming a retinal-choroidal anastomosis in a retina with endothelial cell (EC)-specific loss of TGF-beta signaling. The boxed regions in each of the panels in Figure 6—figure supplement 2 are enlarged here. The figure layout is otherwise identical to that of Figure 6—figure supplement 2. Scale bars in (**A**), 50 µm.

The subcellular distribution of PECAM1 in retinal vasculature is nonuniform in both mutant and control retinas (Figure 6D). Close inspection of *Cdh5CreER;Tgfbr1^CKO/-^* retinas shows that in venous ECs there are numerous ~5 µm diameter zones of reduced PECAM1 immunostaining, often accompanied by a rim of increased staining (white arrows in Figure 6D). These zones coincide with the locations of CD45+ immune cells, implying a direct physical association between immune cells and ECs (Figure 6D). Although one cannot determine, at the resolution of these images, whether the PECAM1 signal derives from ECs, immune cells, or both, these PECAM1+ rings likely represent the ‘transmigratory cup’ that has been described as part of the process of leukocyte diapedesis and which appears to involve homophilic PECAM1-PECAM1 binding between ECs and leukocytes (Carman and Springer, 2004; Mamdouh et al., 2009; Arif et al., 2021). This association is only rarely observed in control retinas, where immune cells other than microglia are sparse (Figure 6D). In *Cdh5CreER;Tgfbr1^CKO/-^* retinas, the association of leukocytes with veins is reminiscent of leukocyte adhesion to high endothelial venules in lymphoid organs (Blanchard and Girard, 2021). These data imply that ECs lacking TGF-beta signaling bind immune cells, likely promoting their recruitment and extravasation.

### Increase in ICAM1 in retinal ECs and altered pericyte properties with loss of endothelial TGF-beta signaling

As noted in the Introduction, under inflammatory conditions, ECs secrete cytokines, express adhesion and co-stimulatory proteins to recruit and activate immune cells, and display immunogenic peptides bound to MHC proteins (Pober and Sessa, 2014; Amersfoort et al., 2022). Intercellular adhesion molecule 1 (ICAM1) is a general marker for vascular inflammation. Endothelial ICAM1 acts as a receptor for lymphocyte function-associated antigen 1 (LFA1), an integrin broadly expressed on leukocytes, and ICAM1-LFA1 binding promotes transmigration of leukocytes from blood to tissue (Ding et al., 1999). Immunostaining for ICAM1 in *Cdh5CreER;Tgfbr1^CKO/-^*, *Fzd4^-/-^*, and *Ndp^KO^* retinas – each paired with littermate control retinas processed in parallel – revealed a ~2-fold increase in endothelial ICAM1 in *Fzd4^-/-^* and *Ndp^KO^* retinas and a ~7-fold increase in *Cdh5CreER;Tgfbr1^CKO/-^* retinas (Figure 7A, B, Figure 7—figure supplement 1). Control retina flatmounts show weak ICAM1 immunostaining in veins and undetectable ICAM1 in arteries and capillaries, whereas *Cdh5CreER;Tgfbr1^CKO/-^* retina flatmounts show accumulation of ICAM1 in veins and in many small diameter vessels. The elevations in EC ICAM1 in these models of retinal hypovascularization correlate with the levels of retinal immune cells (Figure 3), suggesting that the level of vascular inflammation, and, more specifically, the level of ICAM1, is one determinant of the rate of egress of immune cells from blood to retina.

**Figure 7.**
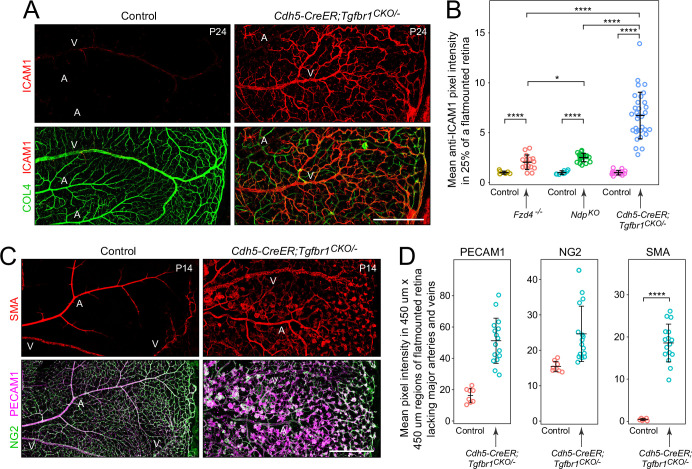
Intercellular adhesion molecule 1 (ICAM1) in endothelial cells (ECs) and smooth muscle actin (SMA) in pericytes in retinas with EC-specific loss of TGF-beta signaling. (**A**) ICAM1 in the retinal vasculature with EC-specific loss of TGF-beta signaling. Immunostaining conditions and image capture settings were identical across genotypes. (**B**) Quantification of the relative intensities of ICAM1 immunostaining in control vs. *Cdh5CreER;Tgfbr1^CKO/-^*, control vs. *Fzd4^-/-^* retinas, and control vs. *Ndp^KO^* retinas. (**C**) Left, control retina flatmount showing strong SMA immunostaining in arteries, weak/patchy SMA immunostaining in veins, and undetectable SMA immunostaining in capillaries. Right, *Cdh5CreER;Tgfbr1^CKO/-^* retina flatmount showing SMA immunostaining in all vessels, including vascular tufts. NG2 immunostaining (a pericyte marker) is shown in the images below. (**D**) Quantification of the relative intensities of PECAM1, NG2, and SMA immunostaining in flatmount control and *Cdh5CreER;Tgfbr1^CKO/-^* retinas. Bars represent mean ± standard deviation, and p-values, calculated using the Wilcoxon rank-sum test, are shown as *<0.05, **<0.01, ***<0.001, and ****<0.0001. In (**A**) and (**C**), the retinal periphery is at the right. Scale bars in (**A**) and (**C**), 500 µm.

**Figure 7—figure supplement 1.**
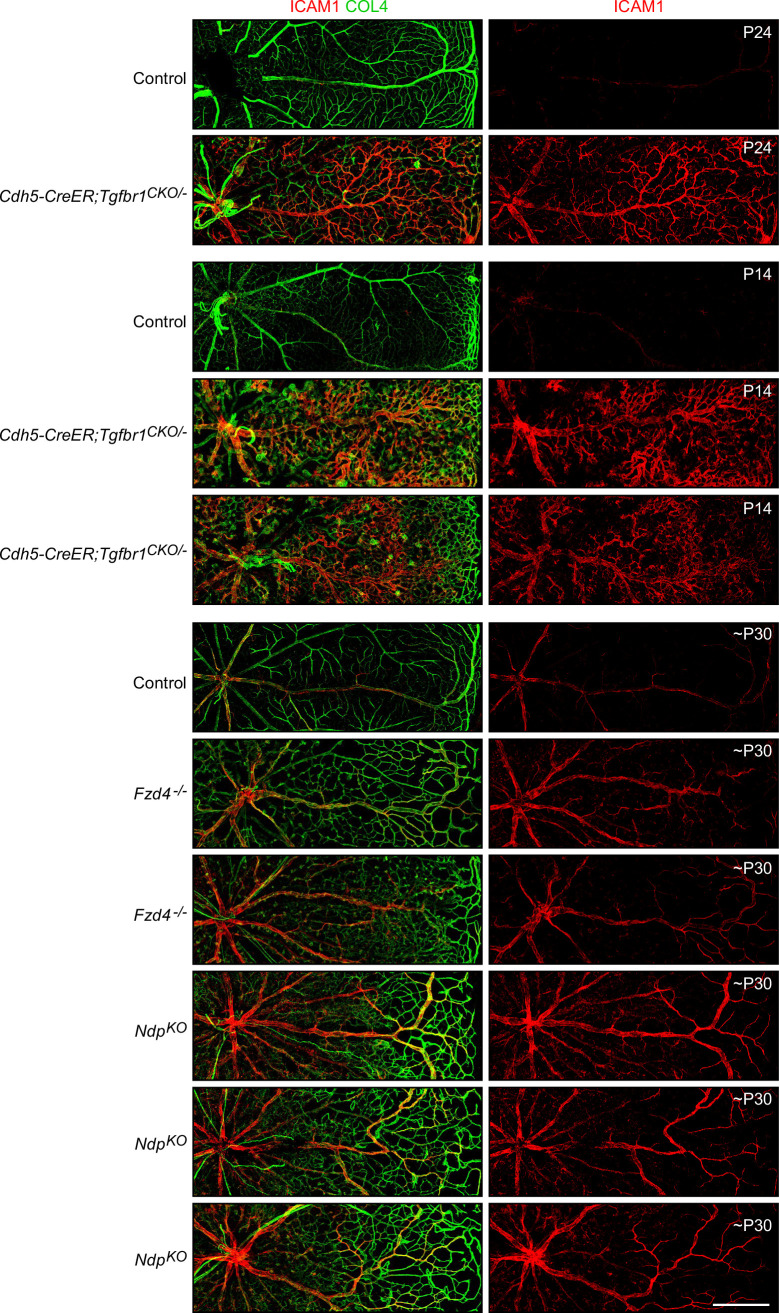
Examples of intercellular adhesion molecule 1 (ICAM1) immunostaining in individual experiments with control vs. *Cdh5CreER;Tgfbr1^CKO/-^* retinas, control vs. *Fzd4^-/-^* retinas, and control vs. *Ndp^KO^* retinas used for the quantification shown in Figure 7. One quadrant of a retina flatmount from four representative experiments is shown, each with a phenotypically wild-type (WT) control processed in parallel (top panel in each set). Different experiments are separated by a white space. Each image is from a different retina. The immunostaining procedure was identical within an experiment and matched as closely as possible across experiments. Confocal microscope settings were identical across experiments. Scale bar, 500 µm.

Changes in EC phenotype can lead to changes in the characteristics of pericytes, as seen, for example, with defects in platelet-derived growth factor signaling (Lindahl and Betsholtz, 1998). Although pericyte coverage appears to be minimally affected by loss of TGF-beta signaling (Figure 1—figure supplement 3), we observed a change in the relationship between NG2, a pericyte marker, and smooth muscle actin (SMA), a smooth muscle marker, in flatmounts of *Cdh5CreER;Tgfbr1^CKO/-^* retinas compared to control retinas. In control retinas, SMA immunostaining is intense on arteries, patchy on veins, and nearly undetectable on capillaries, with the latter staining strongly for NG2 (Figure 7C). In *Cdh5CreER;Tgfbr1^CKO/-^* retinas, artery and vein SMA immunostaining is minimally affected, but capillaries and vascular tuft ECs immunostain for both NG2 and SMA (Figure 7C and D). These differences could reflect higher levels of SMA in *Cdh5CreER;Tgfbr1^CKO/-^* pericytes or a change in actin polymerization state. The latter possibility is based on the observations of Alarcon-Martinez et al., 2018, that immunostaining for SMA in mouse retinal pericytes is strongly enhanced by actin polymerization.

### Transient defects in the BBB, altered pericyte properties, and localized immune infiltrates in the brain with loss of endothelial TGF-beta signaling

To determine whether the phenotypes associated with EC loss of TGF-beta signaling extend to CNS territories beyond the retina, we surveyed the brain in *Cdh5CreER;Tgfbr1^CKO/-^* mice for leakage/transport of IgG into the parenchyma, pericyte changes (SMA immunostaining), vascular inflammation (ICAM1 immunostaining), and immune cell infiltration (Figure 8, Figure 8—figure supplement 1). There was no leakage into the parenchyma of Sulfo-NHS-biotin in the *Cdh5CreER;Tgfbr1^CKO/-^* brain (data not shown). Interestingly, IgG accumulates in the *Cdh5CreER;Tgfbr1^CKO/-^* brain parenchyma at P14 before resolving over the next week (Figure 8A), presumably reflecting enhanced IgG transport into or reduced IgG transport out of the brain (Lafrance-Vanasse et al., 2025). As in the retina, in *Cdh5CreER;Tgfbr1^CKO/-^* brains, there was increased SMA immunoreactivity in capillary-associated pericytes (Figure 8B). In *Cdh5CreER;Tgfbr1^CKO/-^* brains, there was scattered accumulation of immune cells and variably increased EC ICAM1 levels (Figure 8—figure supplement 1). These data suggest a pro-inflammatory state in ECs in young *Cdh5CreER;Tgfbr1^CKO/-^* brains with an associated accumulation of IgG in the brain parenchyma.

**Figure 8.**
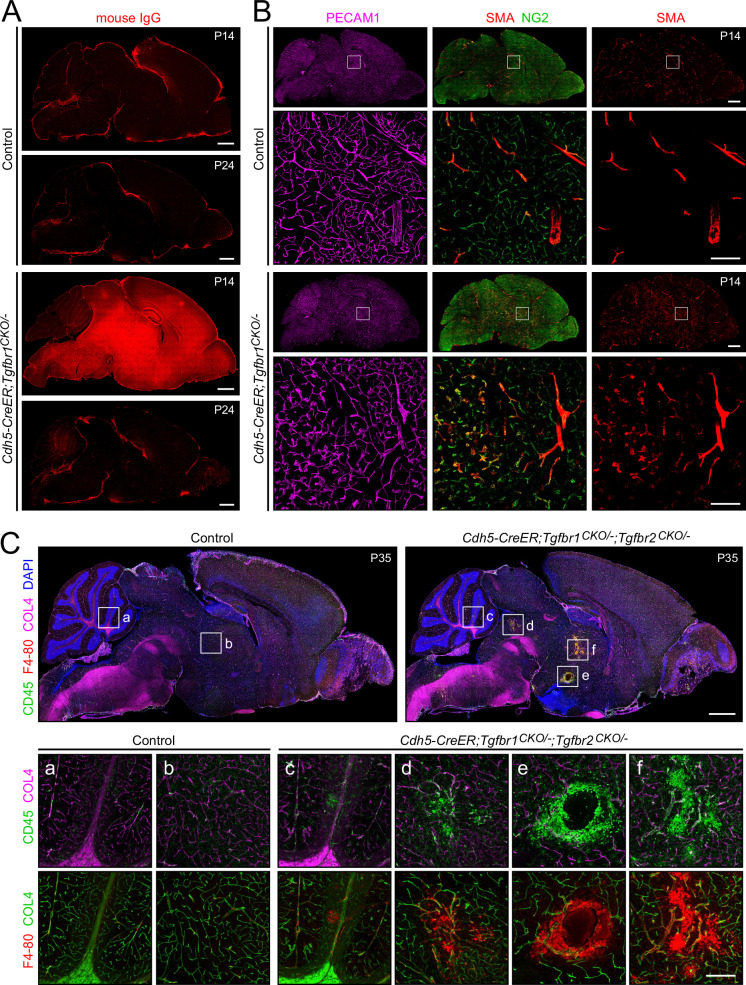
Transient IgG extravasation, smooth muscle actin (SMA) accumulation in pericytes, and immune cell infiltration in the brains of mice with endothelial cell (EC)-specific loss of TGF-beta signaling. (**A**) Endogenous IgG in control and *Cdh5CreER;Tgfbr1^CKO/-^* brains at postnatal day (P)14 and P24. IgG accumulation is minimal in control brains at P14 and P24 but is readily detectable in *Cdh5CreER;Tgfbr1^CKO/-^* brains at P14 but not at P24. (**B**) ECs (visualized with PECAM1) and pericytes (visualized with NG2) in control and *Cdh5CreER;Tgfbr1^CKO/-^* brains at P14. SMA immunostaining visualizes arterioles (continuous staining) and veins (patchy staining) in control and *Cdh5CreER;Tgfbr1^CKO/-^* brains, and a subset of capillary-associated pericytes in *Cdh5CreER;Tgfbr1^CKO/-^* brains. (**C**) Immune cells (CD45+ and F4-80+) in control and *Cdh5CreER;Tgfbr1^CKO/-^* brains at P35. Control brains have minimal numbers of immune cells other than resident microglia. *Cdh5CreER;Tgfbr1^CKO/-^* brains show localized regions with concentrated accumulations of immune cells. White squares marked with letters in the sagittal brain images (upper) are enlarged below. Scale bars, 1 mm for whole brain images and 200 µm for enlarged images.

**Figure 8—figure supplement 1.**
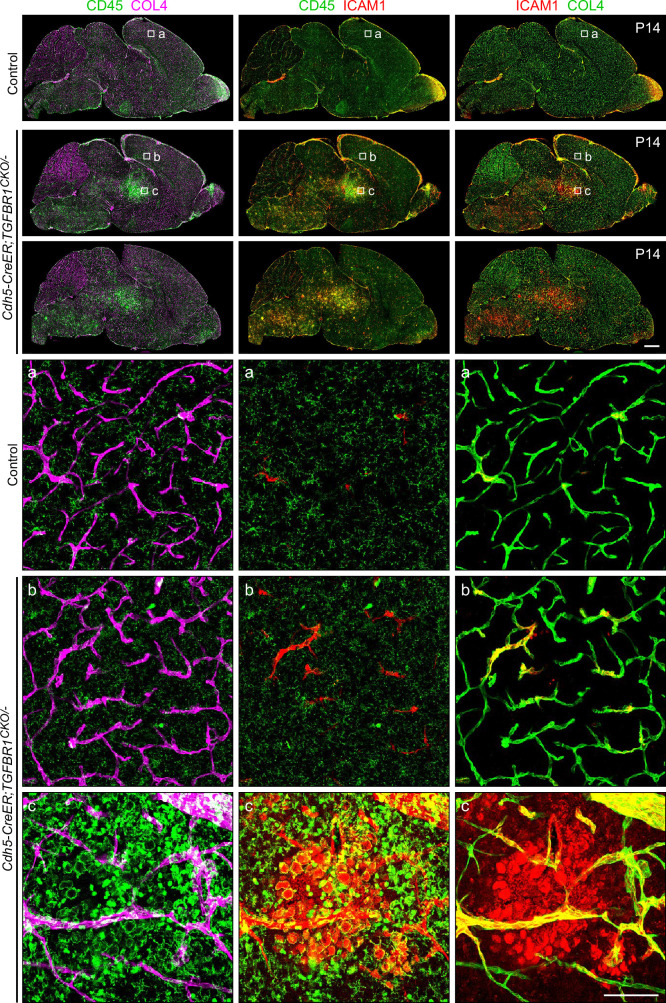
Intercellular adhesion molecule 1 (ICAM1) immunostaining in *Cdh5CreER;Tgfbr1^CKO/-^* brains. Sagittal sections of one control brain (top row) and two *Cdh5CreER;Tgfbr1^CKO/-^* brains (second and third rows). The regions in the white squares are shown at higher magnification in the lower nine panels. ICAM1 immunostaining is present in a larger fraction of capillaries in the *Cdh5CreER;Tgfbr1^CKO/-^* brains compared to controls. ICAM1 is also present on the clustered immune cells, as seen in the bottom row of enlarged images. Scale bar for full brain sections, 1 mm. Scale bar for magnified regions, 100 µm.

After P30, mice with EC-specific loss of TGFBR1, TGFBR2, or both TGFBR1 and TGFBR2 exhibit an increase in the density of focal brain lesions that are characterized by bleeding and an accumulation of immune cells (Figure 8C). These brain lesions, which appear to be small cerebrovascular events (strokes), may explain the observation that otherwise healthy adult mice with EC-specific loss of TGF-beta signaling die at a rate of ~20% per month. Taken together, the histologic and mortality patterns suggest that mice with defects in TGF-beta signaling are prone to lethal cerebrovascular events.

### Altered brain endothelial gene expression with loss of endothelial TGF-beta signaling

To obtain an unbiased assessment of gene expression changes in brain ECs lacking TGF-beta signaling, vascular fragments from P14 control and *Cdh5CreER;Tgfbr1^CKO/-^* brains were enriched by centrifugation through Ficoll and used as input for snRNAseq (Figure 9). 

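The deposited brain data hold 2 libraries, 1 from control and 1 from CKO mice, each made from vascular fragments of 2 brains with the PIPseq v4.0 PLUS kit from about 40000 nuclei. Counting, background removal and doublet removal were as for the retina, and the values are whole UMI counts, with 1 of 21 cell type labels on each nucleus. The control library holds 16649 nuclei and 49798325 UMIs, with a median of 1541 UMIs per nucleus, and the CKO library 14675 nuclei and 31033373 UMIs, with a median of 1395. With 1 library per genotype there is no replicate check and no test of the genotype, so no p-value is given for these libraries. All intervals for them are 95% intervals that cover counting error only, and a difference beyond them compares these 2 libraries, not the genotypes.

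Raw UMIs were summed over the nuclei of each cell type and divided by their total. The EC nuclei have 5801552 UMIs in the control and 6851854 in the CKO library. In them *Tgfbr1* is at 69.1 CPM in the control and 62.9 in the CKO library, a CKO over control ratio of 0.910 (0.792 to 1.05, exact conditional binomial). The kit counts transcripts at their 3′ end, and UMIs are given per gene, so transcripts without the deleted part are counted and this ratio does not test the deletion. *Tgfbr2*, on chromosome 9 of GRCm39 from 115913361 to 116004800, has a ratio of 1.87 (1.78 to 1.97).

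The libraries also differ in sex-linked transcripts. *Xist*, which is made from the inactive X chromosome, is at 1963 CPM over all nuclei of the control library and 1.29 in the CKO library. Summed over *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, Y chromosome genes are at 189 CPM in the control and 421 in the CKO library. Of the EC nuclei with at least 5 UMIs of pericyte or endothelial markers, pericyte markers make up between 10% and 90% of these UMIs in 80.5% of nuclei in the control and 95.3% in the CKO library. Values for ECs are therefore values for nuclei that the authors labeled ECs, not for ECs free of pericyte transcripts.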

The paucity of ECs in CNS tissue (several percent of cells) and the difficulty in freeing ECs from the extracellular matrix limit the yield of CNS ECs when using enzymatic dissociation methods and FACS sorting. By contrast, the Ficoll centrifugation protocol can rapidly enrich a large number of vascular fragments because it starts with a large mass of brain tissue (one or more mouse brains). We chose snRNAseq rather than single-cell (sc)RNAseq because snRNAseq has two advantages: (1) input vascular fragments can be frozen prior to nuclear isolation, and (2) the tissue is not subject to enzymatic dissociation, during which time changes in gene expression can occur (Lacar et al., 2016; Hrvatin et al., 2018).

**Figure 9.**
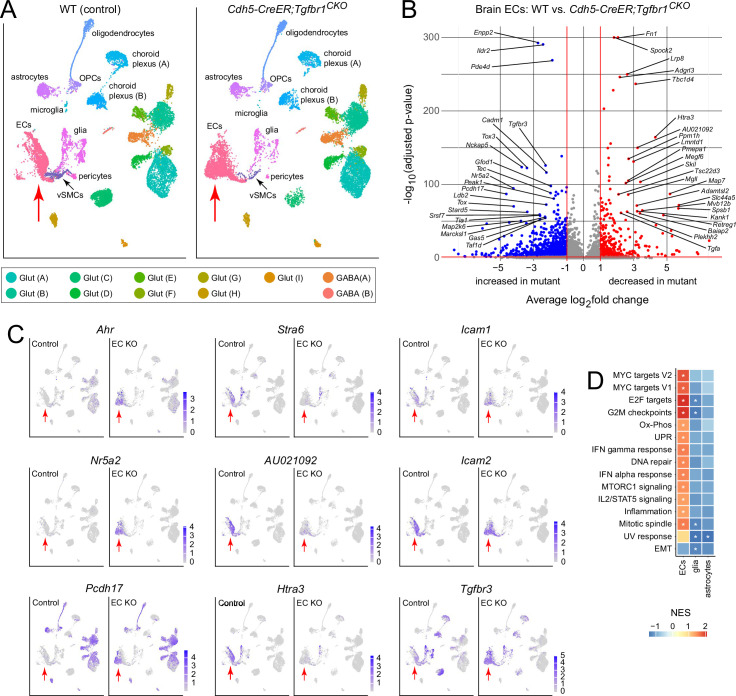
Single-nucleus RNAseq (snRNAseq) of control and *Cdh5CreER;Tgfbr1^CKO/-^* vascular fragments enriched from the brain at postnatal day (P)14. (**A**) Uniform Manifold Approximation and Projection (UMAP) plots showing cell clusters encampassing the major cell types in the mouse brain, enriched for ECs, pericytes, and vascular smooth muscle cells (vSMCs). The locations of the EC clusters in the *Cdh5CreER;Tgfbr1^CKO/-^* and control UMAP plots (vertical red arrows) are shifted, indicating substantial changes in their transcriptomes. Other cell cluster locations are largely unchanged. (**B**) Volcano plot showing transcripts from the EC cluster in control vs. *Cdh5CreER;Tgfbr1^CKO/-^* snRNAseq. The labeled transcripts have adjusted –log_10_ p-values greater than 50. (**C**) UMAP plots as in (**A**) highlighting individual transcripts, with the EC cluster indicated by a vertical red arrow. Left column, UMAP plots for transcripts that are upregulated in *Cdh5CreER;Tgfbr1^CKO/-^* ECs. Central column, UMAP plots for transcripts that are downregulated in *Cdh5CreER;Tgfbr1^CKO/-^* ECs. Right column, *Icam1*, *Icam2*, and *Tgfbr3*. (**D**) Gene set enrichment analysis (GSEA) for the EC, glial, and astrocyte clusters in (**A**) showing the degree of enrichment in *Cdh5CreER;Tgfbr1^CKO/-^* brains. The data used to generate the volcano plot in (**B**) and the GSEA in (**D**) are in Supplementary file 1. Additional analyses of differential expression are in Supplementary file 2. NES, normalized enrichment score. *, adjusted p-value<0.05.

**Figure 9—figure supplement 1.**
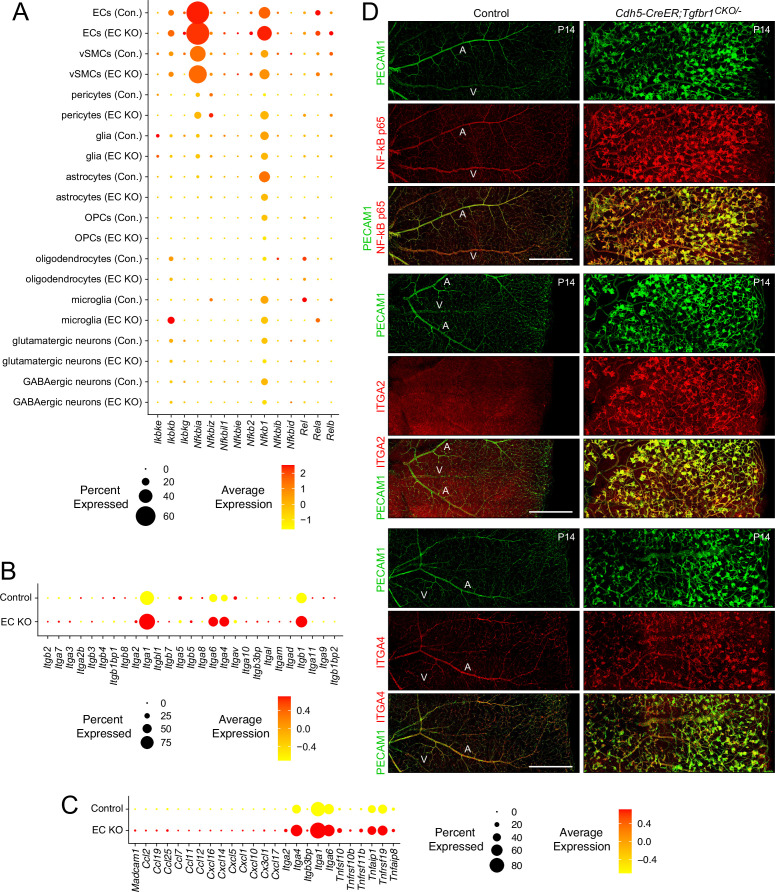
NF-kappaB, integrin, and other immune-related transcripts and proteins in retinal and brain endothelial cells (ECs) in control and *Cdh5CreER;Tgfbr1^CKO/-^* mice. (**A**) Abundance of transcripts coding for NF-kappaB pathway components in brain ECs and in the major classes of central nervous system (CNS) cells based on single-nucleus RNAseq (snRNAseq) of control and *Cdh5CreER;Tgfbr1^CKO/-^* mice at postnatal day (P)14 (see Figure 9). Listed are transcripts for I-kappaB kinase subunits (*Ikbke*, *Ikbkb*, and *Ikbkg*), NFkB subunits (*Nfkkb1*, *Nfkb2*, *Rel*, *Rela*, and *Relb*), and NFkB inhibitors (*Nfkbia*, *Nfkbiz*, *Nfkbil1*, *Nfkbib*, and *Nfkbid*). Control or Con., phenotypically WT control. EC KO, *Cdh5CreER;Tgfbr1^CKO/-^*. (**B**) Abundance of transcripts coding for integrin subunits and integrin binding proteins in brain ECs based on snRNAseq of control and *Cdh5CreER;Tgfbr1^CKO/-^* mice at P14. The data used to generate the dotplots in (**A**) and (**B**) are in Supplementary file 2. (**C**) Abundance of transcripts coding for immune regulators that show statistically significant differences in brain EC snRNAseq from control vs. *Cdh5CreER;Tgfbr1^CKO/-^* mice at P14. The gene sets examined include chemokines, cell-surface adhesion proteins, integrins, and TNF receptor superfamily members. (**D**) Retina flatmounts immunostained for PECAM1 and NFkB-p65 (upper panels), ITGA2 (middle panels), or ITGA4 (lower panels). Scale bar in (**C**), 500 µm.

**Figure 9—figure supplement 2.**
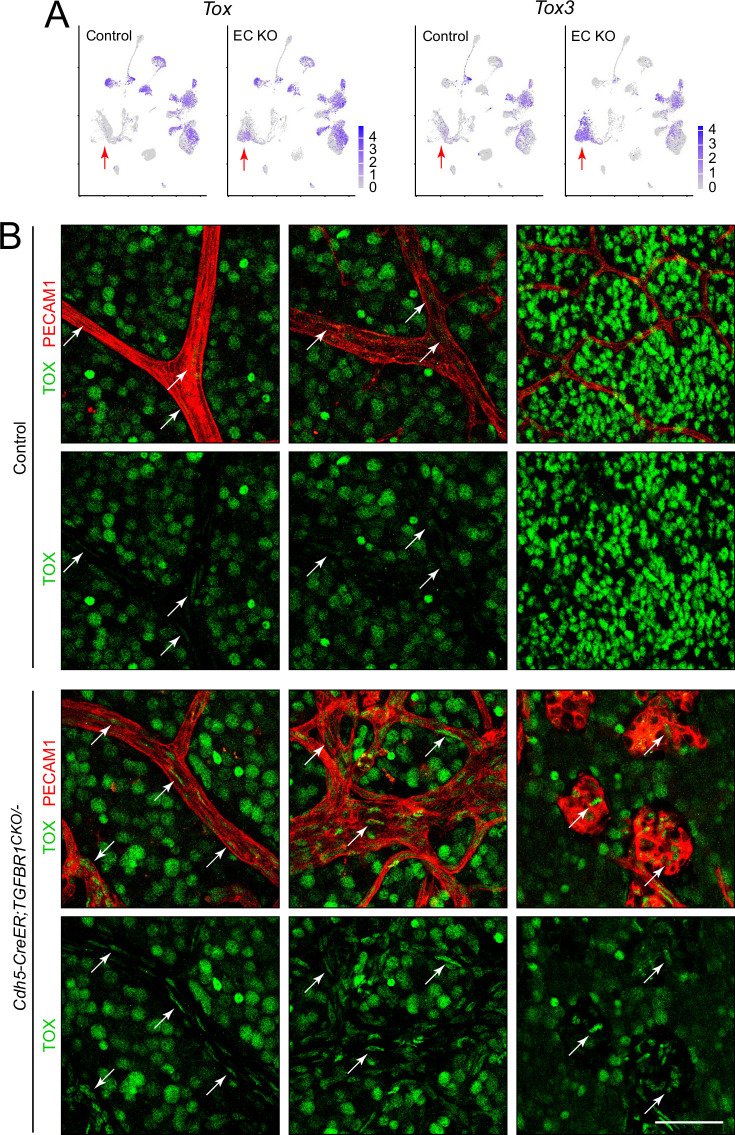
Increased TOX levels in retinal endothelial cells (ECs) in *Cdh5CreER;Tgfbr1^CKO/-^* mice. (**A**) Uniform Manifold Approximation and Projection (UMAP) plots for *Tox* and *Tox3*, two members of the Tox transcription factor (TF) family that show increases in transcript abundance in *Cdh5CreER;Tgfbr1^CKO/-^* CNS ECs. Red arrows, EC cluster. UMAP plots are similar to those in Figure 9C. (**B**) Retina flatmounts immunostained for TOX and PECAM1. Arrows indicate TOX+ EC nuclei. The TOX signal is several-fold more intense in the EC nuclei in *Cdh5CreER;Tgfbr1^CKO/-^* retinas compared to control retinas. For each genotype, three retinal depths are shown: nerve fiber layer (left), ganglion cell layer (center), and inner plexiform layer (right). Many non-ECs express TOX.

snRNAseq on vascular fragments provides a snapshot of the transcriptomes of all of the major CNS cell classes, with EC nuclei enriched to ~15% of the total (Figure 9A). It is evident from visual inspection of the shapes and positions of cell clusters in the UMAP plots that gene expression in ECs undergoes a substantial change with EC-specific loss of TGF-beta signaling, whereas gene expression in other cell types undergoes far smaller changes. 

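Nuclei labeled ECs are 2475 of 16649 in the control library, or 14.9% (95% interval 14.3 to 15.4, exact binomial), and 2944 of 14675 in the CKO library, or 20.1% (19.4 to 20.7). Over both libraries the share is 17.3%. When nuclei are counted as ECs by UMIs of at least 2 of 9 endothelial markers (including *Cldn5*, *Pecam1*, *Flt1*, *Cdh5* and *Erg*) in place of the label, the shares are 19.3% and 21.2%, and the gap between the libraries shrinks. Among nuclei with at least 1000 UMIs they are 13.8% and 21.2%. The largest other label of the CKO library is Glut_0, with 12.7% of control and 21.1% of CKO nuclei. Nuclei labeled vSMCs are 2.70% and 0.702%, and nuclei labeled pericytes 1.21% and 0.150%. Of the UMIs of 8 pericyte markers, 73.9% in the control and 94.9% in the CKO library lie in nuclei labeled ECs.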

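To compare how far each cell type's profile differs between the libraries at equal summed UMIs, the UMIs of each type were thinned to 100000 in both libraries, 20 times, and the median over genes of the absolute log2 ratio of CKO to control was taken, for genes with at least 10 UMIs. The value that counting error alone gives was drawn from 1 pooled profile at the same depth and subtracted. The thinning depth was set after the sums of UMIs had been seen, and 3 types with too few UMIs were left out. Nuclei and UMIs per nucleus stay unequal between the libraries, with median UMIs of 986 and 616.5 in oligodendrocyte precursors (OPCs) and 1347 and 1491 in ECs. The EC median is 0.49 against 0.37 from counting alone, an excess of 0.11, which ranks ECs 7 of 18 types. The excess is 0.27 in OPCs, 0.21 in the cluster labeled Glut_5, 0.16 in astrocytes, 0.15 in glia, 0.14 in oligodendrocytes and 0.12 in Glut_20. vSMCs follow ECs at 0.07. The other 10 types are between 0.02 and 0.07. Over all types other than ECs the median excess is 0.06.

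The rank of ECs moved most, to 4, when genes needed at least 30 UMIs. It was 5 with the summed UMIs reduced further and 7 with TMM factors and with 1 minus Spearman's correlation as the measure. With 100 nuclei and 500 UMIs per nucleus from each type it was 5 of 17. For 3 measures added after the rank had been seen, it was 7 without genes of chromosomes X and Y, 7 of 17 among nuclei with at least 1000 UMIs, and 7 by the 99th percentile of the absolute log2 ratio. The paper bases its statement here on the shapes and positions of clusters in UMAP plots of the integrated data. The distances do not use that display. The paper also draws on enrichment scores of gene sets in ECs, glia and astrocytes. In its Supplementary file 1, 41 EC genes, 2 glia genes and 9 astrocyte genes pass both thresholds of its EC volcano plot. That test takes nuclei as replicates, and ECs have more of them than glia or astrocytes.

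**Figure D2:**
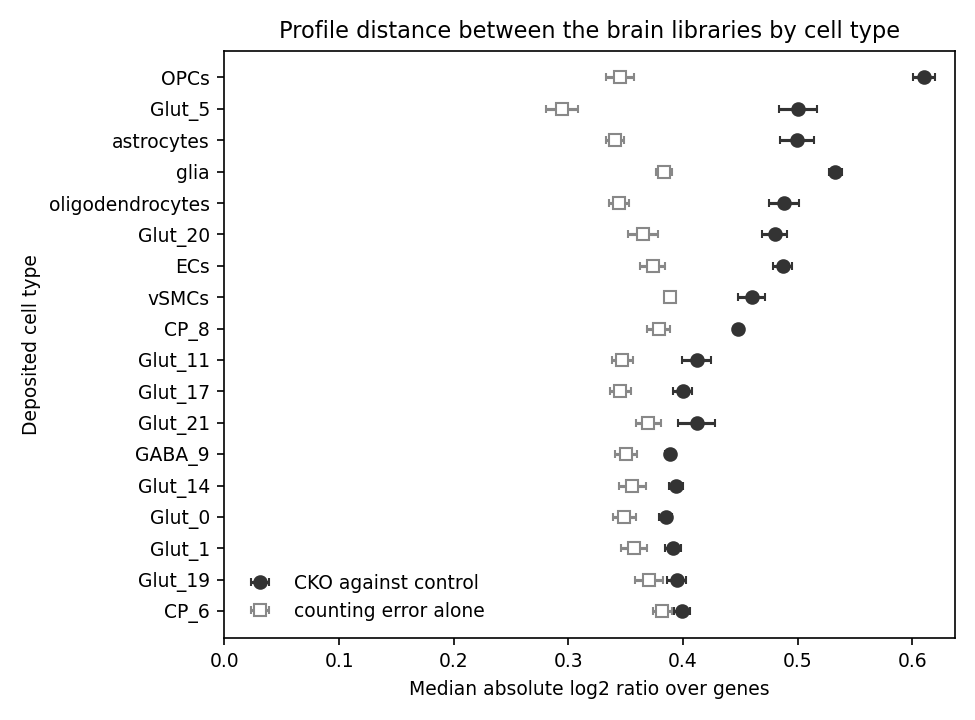
Median over genes of the absolute log2 ratio of CKO to control for each deposited cell type (filled circles) and the value that counting error alone gives at the same depth (open squares), with SD over 20 thinnings. Types are ordered by the gap between both values, which is 0.27 for OPCs, 0.11 for ECs and 0.02 for CP_6.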

A volcano plot of transcriptome changes within the EC cluster shows several dozen transcripts with fold changes >4 and –log_10_ p-values greater than 50 (chosen as a conservative p-value cutoff for this comparison of 2475 control vs. 2944 mutant nuclei) (Figure 9B). 

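Of 7924 genes with at least 200 UMIs summed over the EC nuclei of both libraries, 47 have a CKO over control ratio of CPM above 4 and 32 a control over CKO ratio above 4. These are counts by size of the ratio in 1 library each, without a test. The median log2 ratio over all genes is 0.12, and TMM scaling would lower every log2 ratio by 0.10. The paper's Supplementary file 1 lists 849 genes for ECs from a Wilcoxon test that takes nuclei as replicates, of which 41 pass both of its thresholds, 17 higher in mutant and 24 higher in control ECs.

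By ratio, the 10 highest genes are *Nr5a2*, *Lix1*, *Mest*, *Ahr*, *Tox*, *Itga2*, *Pcdh17*, *Ccdc88c*, *Gsap* and *Mmrn1*. *Lix1*, on chromosome 17 from 17622934 to 17679649, has 8 UMIs in control and 241 in CKO ECs, a ratio of 25.5 (12.7 to 59.8). The 10 lowest are *Xist*, *Spsb1*, *Slc44a5*, *Htra3*, *Fndc1*, *Map7*, *Rhbdl2*, *Eln*, *Retreg1* and *Dync1i1*. *Spsb1*, on chromosome 4 from 149866034 to 150039500, has 347 UMIs in control and 15 in CKO ECs, a ratio of 0.0366 (0.0203 to 0.0612). *Xist* has 13036 and 2 UMIs in these nuclei and differs with the sex-linked transcripts of the libraries. It is absent from the EC list of Supplementary file 1.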

Figure 9C shows UMAP plots for individual transcripts that exhibit increased abundance in mutant ECs (*Ahr*, *Nr5a2*, *Pcdh17*, and *Tgfbr3*), decreased abundance in mutant ECs (*Stra6*, *AU021092*, and *Htra3*), or little or no change in mutant ECs (*Icam1* and *Icam2*). 

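In EC nuclei *Ahr* (chromosome 12 of GRCm39 from 35547973 to 35585057) has 20 UMIs in the control and 351 in the CKO library, which gives 3.45 and 51.2 CPM and a CKO over control ratio of 14.9 (9.48 to 24.6). *Nr5a2* (chromosome 1 from 136770303 to 136888186) has 16 and 726 UMIs and a ratio of 38.4 (23.5 to 67.6). *Pcdh17* (chromosome 14 from 84680965 to 84776442) has 76 and 1159 UMIs and a ratio of 12.9 (10.2 to 16.5). In the other direction, *Stra6* (chromosome 9 from 57970967 to 58063543) falls from 293 to 42 UMIs, a ratio of 0.121 (0.0857 to 0.168). *AU021092* (chromosome 16 from 5027267 to 5041136) falls from 1305 to 191 UMIs, a ratio of 0.124 (0.106 to 0.144), and *Htra3* (chromosome 5 from 35809367 to 35837126) from 1020 to 64 UMIs, a ratio of 0.0531 (0.0406 to 0.0684). In the control library *Stra6* is at 50.5 CPM in ECs and 7.34 in all other nuclei together, but nuclei labeled glia are above ECs at 151. *Pcdh17* is lower in control ECs than in other nuclei, at 13.1 against 234 CPM.

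Of these transcripts, *Ahr* moved most under another setting: with the mean over nuclei of UMIs per 10000 in place of summed UMIs, its log2 ratio is 5.86 in place of 3.89. Of 14 genes that the paper names with an increase or decrease in ECs, 13 have ratios in the stated direction and *Itgb1* does not.

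**Figure D3:**
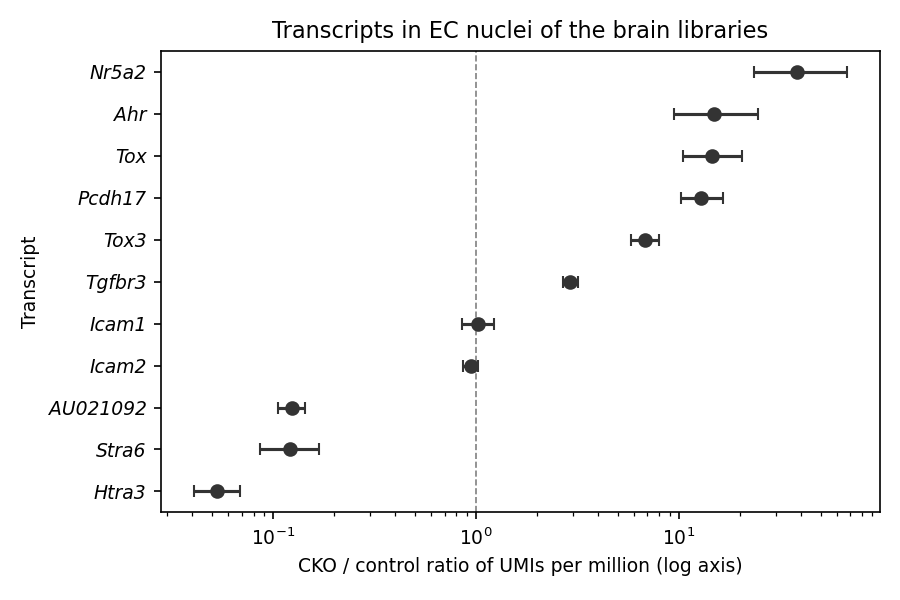
CKO over control ratio of CPM in EC nuclei of the brain libraries for 11 transcripts, on a log axis, with exact conditional binomial 95% intervals that cover counting error only; the dashed line marks a ratio of 1. Ratios range from 0.0531 for *Htra3* to 38.4 for *Nr5a2*, and the intervals of *Icam1* and *Icam2* include 1.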

In *Cdh5CreER;Tgfbr1^CKO/-^* ECs, the elevation in *Tgfbr3* transcripts, which code for beta-glycan, an accessory (type III) TGFBR receptor, could represent a homeostatic response to reduced TGF-beta signaling since beta-glycan enhances the binding of TGF-beta ligands to the TGFBR1-TGFBR2 complex (Heldin and Moustakas, 2016). 

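*Tgfbr3* lies on chromosome 5 of GRCm39 from 107249402 to 107437623. EC nuclei hold 698 UMIs of it in the control library and 2408 in the CKO library, or 120 and 351 CPM, a ratio of 2.92 (2.68 to 3.18). In all other nuclei together it is at 119 CPM in the control and 55.8 in the CKO library. It is not specific to ECs: nuclei labeled glia are at 1007 CPM in the control and 980 in the CKO library. These are 7.37% of control and 2.86% of CKO nuclei, so the value of the other nuclei together depends on their makeup. The log2 ratio in ECs is 1.55 from summed UMIs, 2.28 from the mean over nuclei of UMIs per 10000, 2.03 after each nucleus is thinned to 400 UMIs, and 1.84 in the EC nuclei with no UMI of a pericyte or smooth muscle marker.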

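*Icam1*, on chromosome 9 of GRCm39 from 20926672 to 20940113, has 230 UMIs in control EC nuclei and 278 in CKO EC nuclei, or 39.6 and 40.6 CPM. Its CKO over control ratio is 1.02 (0.856 to 1.22), so no difference was detectable at this depth. *Icam2*, on chromosome 11 from 106263312 to 106278943, has 995 and 1107 UMIs and a ratio of 0.942 (0.864 to 1.03). Both are enriched in ECs, at 19.4 and 32.7 times the level of all other control nuclei. The log2 ratios, 0.03 and -0.09, are -0.07 and -0.19 with TMM factors and -0.25 and -0.26 with each nucleus thinned to 400 UMIs. In the 351 control and 124 CKO EC nuclei with no UMI of 15 pericyte and smooth muscle markers, which hold only 216126 and 70454 UMIs in all, they are -1.70 and 1.50.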

The lack of a significant change in *Icam1* transcript levels implies that the increase in ICAM1 immunostaining is a posttranslational phenomenon, either an increase in protein level or an increase in protein accessibility.

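Gene lists written for this purpose, in place of the Hallmark sets that the paper tested, were examined together with the S phase and G2/M phase lists that come with Seurat. For each list the median log2 ratio of CKO to control was set against 10000 random lists of the same size matched on mean expression, as a description of 1 library per genotype. In EC nuclei of *Cdh5CreER;Tgfbr1 CKO/-* and control brains, the 43 S phase genes have a median log2 ratio of 0.97 and the 54 G2/M genes 0.93, both above all random lists (percentile 100). A list of 48 MYC and ribosome biogenesis genes has a median of 0.64, also at percentile 100. Nuclei labeled glia hold 9 of 9 fibroblast markers and 3 of 9 astrocyte markers at above 4 times the level of all other nuclei. In them the S phase list is at -0.42 (percentile 1.02) and the G2/M list at -0.25 (1.18), and in astrocytes at 0.07 (55.1) and 0.42 (82.4).

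To count cells at equal depth, each nucleus was thinned to 400 UMIs, which left out 222 control and 137 CKO EC nuclei. Then 9.01% of control (95% interval 7.86 to 10.3, exact binomial) and 23.1% of CKO EC nuclei (21.6 to 24.7) hold at least 3 UMIs of the cell cycle lists. Before thinning the shares are 51.3% and 68.2%. In astrocytes, thinned in the same way, they are 0.857% and 1.38%, with overlapping intervals, at median depths of 1150.5 and 578.5 UMIs. UMIs of *Mki67* and *Top2a* in ECs sum to 868 and 2215.

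Other lists also stand apart in ECs. Targets of SMAD signaling have a median of -0.63 (percentile 0), hypoxia response genes -0.25 (0.03), capillary EC genes -0.63 (0), arterial EC genes -0.22 (1.13) and tip cell genes 0.35 (98.5). The 4 Y chromosome genes are at 1.23 (percentile 100). Venous EC genes (34.4) and immediate early genes (33.0) do not stand apart. In glia, immediate early genes have a median of 1.91 (percentile 100) and capillary EC genes -0.67 (0.06), and in astrocytes the 11 capillary EC genes used are at -0.68 (1.49). The list most changed by another setting is that of SMAD targets. It is at percentile 84.4 when the nearest Reactome set, made of pathway members and not of targets, replaces it. The hypoxia list in ECs does not stand apart with the mean in place of the median or with the nearest Reactome set. The tip cell list does not with the mean or when genes need at least 20 UMIs.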

Gene set enrichment analysis (GSEA) confirms that the greatest changes in gene expression among CNS cell types in *Cdh5CreER;Tgfbr1^CKO/-^* mice are in ECs, and it shows that EC transcriptome changes connected to the cell cycle and inflammation are the dominant categories (Figure 9D). The latter includes the categories ‘interferon (IFN) gamma response’, ‘interferon (IFN) alpha response’, ‘IL2/STAT5 signaling’, and ‘inflammation’. 

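In EC nuclei, 45 of 50 listed interferon response genes have enough UMIs, and their median log2 ratio of CKO to control is 0.51, at percentile 99.98 among random lists. Of these genes, 39 are above 0. For 33 genes of inflamed endothelium the median is 0.52 (percentile 99.7), with 24 above 0. In nuclei labeled glia the interferon list is at 0.01 (percentile 19.4) and the inflammation list at -0.10 (19.8), and in astrocytes, with 11 and 9 genes left, they are at -0.30 (48.9) and 0.69 (96.2). The choice of genes matters for both: with the nearest Reactome sets, the percentiles in ECs are 60.8 for interferon signaling and 48.0 for inflammation. When genes need at least 20 UMIs, the inflammation list is at percentile 97.49. No list of IL2/STAT5 targets was examined.

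From enrichment scores by Hallmark set in EC, glial and astrocyte clusters (Figure 9D), the paper concludes that changes in ECs exceed those in the other types and center on the cell cycle and inflammation.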

An analysis of two categories of inflammation-associated proteins – components of the NF-kappa-B (NFkB) pathway and the integrins – shows (1) constitutive enrichment in CNS ECs of transcripts coding for the p50 subunit of NFkB (*Nfkb1*) and, most dramatically, NFkB inhibitor alpha (*Nfkbia*), and (2) with loss of TGF-beta signaling, upregulation of transcripts coding for multiple integrins, including alpha1, alpha2, alpha4, alpha6, and beta1 (Figure 9—figure supplement 1A and B). 

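In the control library *Nfkb1*, on chromosome 3 of GRCm39 from 135290264 to 135397742, is at 221 CPM in EC nuclei and 101 in all other nuclei, a ratio of 2.19, but astrocytes are above ECs at 293. *Nfkbia*, on chromosome 12 from 55535332 to 55539432, is at 850 and 25.6 CPM, a ratio of 33.2, the highest of the 13 NFkB pathway genes of the figure. *Rela* follows at 16.9 and *Nfkb2* at 7.66, though the cluster labeled CP_6 is above ECs for *Nfkb2*, at 19.4 against 18.4 CPM, while *Ikbke* (0.359) and *Nfkbid* (0.559) are lower in ECs than elsewhere. Between genotypes, *Nfkb1* has a CKO over control ratio of 1.44 (1.34 to 1.54) and *Nfkbia* of 1.02 (0.982 to 1.06) in ECs, which turns to a log2 ratio of -0.08 with TMM factors. *Nfkbid* has the largest ratio of the 13 genes at 2.90 (1.21 to 7.98) but only 7 and 24 UMIs, and its log2 ratio turns to -0.32 after each nucleus is thinned to 400 UMIs. *Relb* is at 2.39 (1.91 to 3.02) and *Nfkb2* at 1.77 (1.40 to 2.25).

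Among the integrins, *Itga1* on chromosome 13 has 8492 control and 12197 CKO UMIs, a ratio of 1.22 (1.18 to 1.25), and *Itga6* on chromosome 2 has 2575 and 3883 UMIs, a ratio of 1.28 (1.21 to 1.34). In the control library *Itga1* is higher in nuclei labeled pericytes, at 7403 CPM, than in ECs, at 1464. *Itgb1*, on chromosome 8 from 129411876 to 129460618, has 4777 and 5128 UMIs, or 823 and 748 CPM, a ratio of 0.909 (0.874 to 0.946). Its log2 ratio of -0.14 became -0.24 with TMM factors and -0.08 with the mean over nuclei of UMIs per 10000. It turned positive, at 1.94, only in the small set of EC nuclei without pericyte or smooth muscle markers.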

Figure 9—figure supplement 1C presents a pictorial summary of the transcripts coding for those chemokines, adhesion proteins, integrins, and TNF receptor superfamily members that are upregulated in CNS ECs in *Cdh5CreER;Tgfbr1^CKO/-^* mice.

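The paper's Supplementary file 2 lists 14 transcripts for chemokines, adhesion proteins, integrins and TNF superfamily members. All 14 have a CKO over control ratio above 1 in EC nuclei, and for 13 the 95% interval lies above 1. The ratios range from 1.04 for *Tnfaip1* (0.971 to 1.11), whose log2 ratio of 0.05 turns to -0.05 with TMM factors, to 14.1. *Ccl2*, on chromosome 11 from 81926397 to 81928279, has 8 control and 98 CKO UMIs, a ratio of 10.4 (5.06 to 24.7). *Madcam1*, on chromosome 10 from 79500209 to 79504371, has 18 and 120 UMIs, a ratio of 5.64 (3.42 to 9.85). *Tnfsf10* is at 3.49 (2.97 to 4.12) and *Tnfrsf11b* at 2.76 (2.30 to 3.33). The study chose these transcripts from the same libraries, so their ratios are not independent evidence.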

Immunostaining of whole-mount retinas for the p65 subunit of NFkB shows enrichment in both control and *Cdh5CreER;Tgfbr1^CKO/-^* vasculature relative to nonvascular cells (Figure 9—figure supplement 1D). Immunostaining of whole-mount retinas for integrin alpha2 (ITGA2) shows undetectable staining in ECs in control vasculature and clear staining in *Cdh5CreER;Tgfbr1^CKO/-^* vasculature. 

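*Itga2* lies on chromosome 13 of GRCm39 from 114969617 to 115068636. In EC nuclei of the brain libraries it has 23 UMIs in the control and 382 in the CKO library, or 3.96 and 55.8 CPM, a ratio of 14.1 (9.23 to 22.5). In the other nuclei of the control library it is at 2.52 CPM, so the level in control ECs is 1.57 times that of the other nuclei, of which the cluster labeled GABA_22 is above ECs at 31.9. In the CKO library the cluster labeled CP_6 is the highest other type at 18.3.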

The change in ITGA2 immunostaining is in the same direction as the upregulation of *Itga2* transcripts in *Cdh5CreER;Tgfbr1^CKO/-^* ECs (Figure 9—figure supplement 1B).

Immunostaining of whole-mount retinas for integrin alpha4 (ITGA4) shows enrichment in both control and *Cdh5CreER;Tgfbr1^CKO/-^* vasculature relative to nonvascular cells (Figure 9—figure supplement 1D). Integrin alpha4/beta1 (very late antigen-4 [VLA-4]) is a heterodimer adhesion protein expressed on ECs and immune cells that is implicated in immune cell homing. It is also one of several integrins expressed by ECs that mediate cell-cell and cell-matrix interactions (Guerrero and McCarty, 2018; Aman and Margadant, 2023). In *Cdh5CreER;Tgfbr1^CKO/-^* ECs, there is little change in vascular ITGA4 immunostaining intensity, but an increase in *Itga4* transcript levels (Figure 9—figure supplement 1B and C). These data suggest that there is an increase in both synthesis and degradation of ITGA4 in *Cdh5CreER;Tgfbr1^CKO/-^* ECs.

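*Itga4*, on chromosome 2 of GRCm39 from 79085660 to 79163467, has 2284 UMIs in EC nuclei of the control brain library and 4298 in those of the CKO library, or 394 and 627 CPM. The ratio is 1.59 (1.51 to 1.68), with log2 ratios between 0.57 and 0.94 over the other settings that moved it. In the control library it is at 19.1 times the level of all other nuclei together, but nuclei labeled pericytes are above ECs at 1239 CPM.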

The large number of transcriptional changes observed in control vs. *Cdh5CreER;Tgfbr1^CKO/-^* CNS ECs imply substantial changes at the level of transcription and, by implication, the expression of transcription factors (TFs). 

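Ranked by the CKO over control ratio among the 7924 genes with at least 200 UMIs in EC nuclei, *Nr5a2* is 1, *Ahr* is 4 and *Tox* is 5. *Tox*, on chromosome 4 of GRCm39 from 6686353 to 6991644, has 39 control and 669 CKO UMIs, a ratio of 14.5 (10.5 to 20.6). *Tox3*, on chromosome 8 from 90972261 to 91075014, has 173 and 1390 UMIs, a ratio of 6.80 (5.80 to 8.01), and is not among the 10 highest. *Tox* is far higher in other nuclei of the control library, at 237 against 6.72 CPM in ECs, and stays below them in the CKO library, at 97.6 against 243. *Nr5a2* is at 106 CPM in CKO ECs and 0.744 in all other CKO nuclei.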

Four TFs with the most dramatic increases in *Cdh5CreER;Tgfbr1^CKO/-^* ECs are shown in the UMAP plots in Figure 9C, Figure 9—figure supplement 2 the aryl hydrocarbon receptor (*Ahr*), a basic helix-loop-helix TF that reduces inflammatory responses in a variety of tissues and cell types (Stockinger et al., 2024); nuclear receptor subfamily 5 group A member 2 (*Nr5a2*), also referred to as liver receptor homologue-1, a TF with multiple roles in development and metabolism (Fayard et al., 2004); and two members of the thymocyte selection-associated high mobility group box gene family (*Tox* and *Tox3*), a TF family that is required for the development of innate immune cells and T-cells (Aliahmad et al., 2012). Immunostaining of retina flatmounts shows a several-fold increase in TOX levels in *Cdh5CreER;Tgfbr1^CKO/-^* ECs compared to control ECs, with localization of the signal to the nucleus (Figure 9—figure supplement 2B).

## Discussion

The experiments described here show that postnatal EC-specific loss of TGF-beta signaling in mice leads to aberrant angiogenesis in the retina and a pro-inflammatory state within the retina and brain. More specifically, EC-specific loss of TGF-beta signaling leads to: (1) reduced intraretinal vascularization, (2) CNV with occasional anastomoses connecting choroidal and intraretinal vasculatures, (3) infiltration of diverse immune cells into the retina, including macrophages, T-cells, B-cells, NK cells, and dendritic cells, (4) a close physical association between immune cells and vasculature, (5) a pro-inflammatory transcriptional state in CNS ECs, with increased ICAM1 immunoreactivity, and (6) increased SMA immunostaining in pericytes. A striking feature of the phenotypes studied here is their CNS specificity. Despite Cre-mediated recombination in ECs throughout the body directed by *Cdh5CreER*, the vascular and inflammatory phenotypes associated with EC-specific loss of TGF-beta signaling appear to be largely confined to the CNS.

Comparisons of the retinal phenotype with two other genetic models of retinal hypovascularization – loss of Norrin/Fzd4 signaling and loss of VEGF signaling – reveal interesting differences. While loss of either Norrin/Fzd4 or VEGF signaling leads to a near absence of intraretinal capillaries – similar to loss of TGF-beta signaling – the models differ in their immune phenotypes. The immune cell infiltrate is greatest with loss of TGF-beta signaling, more modest with loss of Norrin/Fzd4 signaling, and undetectable with loss of VEGF signaling. Interestingly, cleaved caspase 3 is abundant in immune cells with loss of TGF-beta signaling, but it is rare with loss of Norrin/Fzd4 signaling.

In considering the relationship between inflammation and vascular leakage with loss of TGF-beta signaling, it seems most likely that inflammation does not depend on vascular leakage in *Cdh5CreER;Tgfbr1^CKO/-^* retinas because Sulfo-NHS-biotin leakage into the retinal (and brain) parenchyma is minimal (Figure 2). By contrast, there could be a causal link between vascular leakage and inflammation with loss of Norrin/Fzd4 signaling because these retinas exhibit both leakage into the retinal parenchyma and inflammation (Figures 2 and 3). As noted in the Results section, CreER-mediated recombination in *Cdh5CreER;Tgfbr1^CKO/-^* mice after the completion of retinal vascular development (~P14) did not lead to immune cell infiltration in the retina, suggesting that the abnormal development/anatomy of the mutant retinal vasculature plays an essential role in the immune cell phenotype. This could reflect a role for the retinal hypoxia response in promoting a pro-inflammatory state, a hypothesis consistent with the absence of retinal inflammation with retina-specific loss of VEGF (Figure 5).

### A model for CNV

CNV is the hallmark feature of neovascular AMD. The original classification scheme for neovascularization in AMD posited two categories: occult, or type 1, neovessels were those located in the sub-RPE space, and classical, or type 2, vessels were those located in the subretinal space (i.e. between the RPE and retina) (Gass, 1997). More recently, a third type of neovessel has been recognized that consists of an anastomosis between choroidal and retinal vasculatures (Freund et al., 2008), and these type 3 vessels are observed in approximately one-third of eyes with newly diagnosed neovascular AMD (Jung et al., 2014a). Among patients with type 3 vessels in only one eye, the probability that the other eye will develop type 3 vessels within 3 years is close to 100% (Gross et al., 2005).

Multiple animal models of ocular neovascularization have been described (Grossniklaus et al., 2010; Qiang et al., 2021). In the simplest model of CNV, a focal laser-induced injury to the RPE and Bruch’s membrane (the extracellular matrix that separates the RPE and the choroidal vessels) leads to the growth of choroidal vessels through the lesion (Fabian-Jessing et al., 2022). This response reveals the intrinsic angiogenic potential of the choroidal vasculature, which is normally held in check by Bruch’s membrane and an intact RPE monolayer. Models of CNV that likely have greater relevance to pathogenic mechanisms in AMD have been developed in mice by altering – either singly or in combination – lipid/cholesterol metabolism, inflammation, and oxidative damage. These models include (1) KO of *Cyp27a1*, a ubiquitously expressed cytochrome P450 (Omarova et al., 2012), (2) *Ccr2*/*Ccl2* double KO (Takeda et al., 2009), (3) ApoE overexpression combined with a high-fat diet (Malek et al., 2005), (4) *Ccl2*/*Cx3cr1* double KO combined with a low omega-3 polyunsaturated fatty acid diet (Chan et al., 2008), and (5) KO of superoxide dismutase-1 (*Sod1*) and aging for at least 1 year (Imamura et al., 2006). We note that CNV was observed in the *Ndp^KO^* mice studied by Beck et al., 2018, although we did not observe CNV in our *Ndp^KO^* mice.

Genetic models for pathologic angiogenesis that may be relevant to type 3 neovascularization include (1) overexpression of VEGF in rod photoreceptors (Tobe et al., 1998; Ohno-Matsui et al., 2002), (2) RPE-specific KO of the Von Hippel-Lindau gene (*Vhl*), which leads to activation of the hypoxia response and excessive production of VEGF (Lange et al., 2012), (3) rod photoreceptor-specific KO of *Vegfr1*, which codes for FLT-1, a decoy receptor that reduces VEGF signaling (Luo et al., 2013), and (4) KO of the very low-density lipoprotein receptor (*Vldlr*), which presumably perturbs lipid metabolism (Heckenlively et al., 2003; Hu et al., 2008).

Loss of TGF-beta signaling in ECs is mechanistically distinct from all of the above-mentioned models, and it has the added practical advantage that multiple CNV tufts are present in virtually every eye by 3 months of age without the need for dietary or other interventions (Figure 1—figure supplement 1).

### Inflammation in retinal and brain vascular disease

Local and/or systemic inflammatory markers, such as cytokines, are elevated in patients with AMD, diabetic retinopathy, and retinal vein occlusion (Tang and Kern, 2011; Jung et al., 2014b; Kauppinen et al., 2016). One characteristic of the retinal inflammatory state is increased leukocyte adhesion to retinal ECs, which is observed in patients with diabetic retinopathy and may be a causal factor in vaso-occlusive events (Chibber et al., 2007). In rats with streptozotocin-induced diabetes, ICAM1 and CD18 are elevated in retinal ECs, and genetic ablation of *Icam1* or *Cd18* or treatment with an ICAM1-blocking mAb reduces retinal leukostasis and vascular leakage (Miyamoto et al., 1999; Joussen et al., 2004). Neuroinflammation in general, and vascular neuroinflammation in particular, is also a feature of multiple non-retinal CNS diseases, including Alzheimer disease, stroke, and multiple sclerosis (Ritson et al., 2024).

Current evidence points to a combination of RPE oxidative damage, sub-RPE inflammatory cells, and complement activation as pathogenic mechanisms in neovascular AMD. In the early stages of AMD, inflammatory cells accumulate in the choroid and complement proteins accumulate in subretinal deposits, and, in the more advanced neovascular stage of AMD, choroidal neovascular tufts are associated with inflammatory cells (Kauppinen et al., 2016; Armento et al., 2021; Heloterä and Kaarniranta, 2022). Genetic evidence for a causal role of the complement system comes from the elevated AMD risk associated with the Y402H and I162V variants in the complement factor H gene, and less commonly with variants in the genes coding for complement factor 3 (C3), complement factor I (CFI), and the complement regulator SERPING1 (Montezuma et al., 2007).

In sum, the evidence presented here and in Schlecht et al., 2017, shows that loss of TGF-beta signaling in CNS ECs recapitulates some of the cardinal features of retinal and neurologic diseases associated with vascular inflammation. These experiments suggest that enhancing TGF-beta-dependent anti-inflammatory responses in ECs could represent a promising strategy for disease modulation (Muniyandi et al., 2023; Hu et al., 2018; Hachana and Larrivée, 2022; Ravichandran and Heneka, 2024).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Cdh5CreER*	Monvoisin et al., 2006	*Cdh5CreER*	
Genetic reagent (*Mus musculus*)	*Tgfbr1^CKO^*	Larsson et al., 2001	JAX 028701	
Genetic reagent (*Mus musculus*)	*Tgfbr2^CKO^*	Levéen et al., 2002	JAX 012603	
Genetic reagent (*Mus musculus*)	*Fzd4^KO^*	Wang et al., 2001	JAX 012823	
Genetic reagent (*Mus musculus*)	*Ndp^KO^*	Ye et al., 2009	JAX 012287	
Genetic reagent (*Mus musculus*)	*VEGF^CKO^*	Gerber et al., 1999	*VEGF^CKO^*	
Genetic reagent (*Mus musculus*)	*Vsx2-Cre*	Rowan and Cepko, 2004	*Vsx2-Cre*	
Genetic reagent (*Mus musculus*)	*Rosa26-LSL-SUN1-sfGFP*	Mo et al., 2015	JAX 030952	
Genetic reagent (*Mus musculus*)	*Rosa26-LSL-tdTomato-2A-H2B-GFP*	Wang et al., 2018	JAX 030867	
Antibody	Rat anti-mouse mAb PLVAP/MECA-32	BD Biosciences	BD Biosciences # 553849	(1:400)
Antibody	Rat anti-mouse mAb CD31	BD Biosciences	BD Biosciences # 553370	(1:400)
Antibody	Rat anti-mouse mAb ICAM-1	Invitrogen	Invitrogen # 14-0542-82	(1:400)
Antibody	Rat anti-mouse mAb F4/80	Bio-Rad	Bio-Rad # MCA497G	(1:400)
Antibody	Rat anti-mouse mAb CD206	Bio-Rad	Bio-Rad # MCA2235	(1:400)
Antibody	Rat anti-mouse mAb PU.1/Spi-1	R&D Systems	R&D Systems # MAB7124	(1:400)
Antibody	Mouse mAb anti-alpha SMA, Cy3 conjugate	Sigma-Aldrich	Sigma-Aldrich # C6198	(1:400)
Antibody	Mouse mAb anti-CLDN5, Alexa Fluor 488 conjugate	Thermo Fisher Scientific	Thermo Fisher Scientific # 352588	(1:400)
Antibody	Mouse mAb anti-RPE65, Dylight 550 conjugate	Invitrogen	Invitrogen # MA5-16044	(1:400)
Antibody	Rabbit polyclonal anti-Collagen IV	Novus Biologicals	Novus Biologicals # NB120-6586	(1:400)
Antibody	Rabbit polyclonal anti-NG2 Chondroitin Sulfate Proteoglycan	Millipore	Millipore # AB5320	(1:400)
Antibody	Rabbit mAb anti-ASC/TMS1	Cell Signaling	Cell Signaling # 67824S	(1:400)
Antibody	Rabbit mAb anti-cleaved Caspase-3	Cell Signaling	Cell Signaling # 9664S	(1:400)
Antibody	Rabbit mAb anti-HIF-1alpha	Cell Signaling	Cell Signaling # 36169S	(1:400)
Antibody	Rabbit mAb anti-P-SMAD1/5/9	Cell Signaling	Cell Signaling # 13820S	(1:400)
Antibody	Armenian hamster mAb anti-CD3e	Invitrogen	Invitrogen # 14-0031-82	(1:400)
Antibody	Goat polyclonal anti-CD45	R&D Systems	R&D Systems # AF114	(1:400)
Antibody	Goat polyclonal anti-Iba1	Novus Biologicals	Novus Biologicals # NB100-1028	(1:400)
Antibody	Chicken polyclonal anti-GFP	Aves Labs	Aves Labs # GFP-1020	(1:400)
Antibody	Rabbit mAb anti-NF-κB p65. D14E12	Cell Signaling Technology	Cell Signaling Technology # 8242S	(1:400)
Antibody	Rabbit mAb anti-Integrin alpha 2 (ITGA2); clone GEB	BosterBio	BosterBio # M01933	(1:400)
Antibody	Rabbit mAb anti-Integrin alpha 4 (ITGA4); D2E1	Cell Signaling Technology	Cell Signaling Technology # 8440	(1:400)
Antibody	Rabbit mAb anti-TOX/TOX2; E6G5O	Cell Signaling Technology	Cell Signaling Technology # 36778S	(1:400)

### Mice

The following mouse lines were used: *Cdh5CreER* (Monvoisin et al., 2006); *Tgfbr1^CKO^* (Larsson et al., 2001; JAX 028701); *Tgfbr2^CKO^* (Levéen et al., 2002; JAX 012603); *Fzd4^KO^* (Wang et al., 2001; JAX 012823); *Ndp^KO^* (Ye et al., 2009; JAX 012287); *VEGF^CKO^* (Gerber et al., 1999); *Vsx2-Cre* (Rowan and Cepko, 2004); *Rosa26-LSL-SUN1-sfGFP* (Mo et al., 2015; JAX 030952), and *Rosa26-LSL-tdTomato-2A-H2B-GFP* (Wang et al., 2018; JAX 030867). *Ndp* is located on the X-chromosome and therefore we refer to both female *Ndp^-/-^* and male *Ndp^-/Y^* mice as *Ndp^KO^*. All mice were housed and handled according to the approved Institutional Animal Care and Use Committee protocol of the Johns Hopkins Medical Institutions (protocol MO19M429).

### 4HT preparation and administration

4HT (Sigma-Aldrich H7904-25MG) was dissolved at 20 mg/ml in ethanol by extensive vortexing. Sunflower seed oil (Sigma-Aldrich S5007) was added to dilute the 4HT to 2 mg/ml, and aliquots were stored at –80°C. Thawed aliquots were mixed well before injections. All injections were performed intraperitoneally.

### Antibodies and other reagents

The following antibodies were used for tissue immunohistochemistry: rat mAb anti-mouse PLVAP/MECA-32 (BD Biosciences 553849); rat mAb anti-mouse CD31 (BD Biosciences 553370); rat anti-mouse ICAM-1 (Invitrogen 14-0542-82); rat mAb anti-mouse F4/80 (Bio-Rad MCA497G); rat mAb anti-mouse CD206 (Bio-Rad MCA2235); rat mAb anti-mouse PU.1/Spi-1 (R&D Systems MAB7124); mouse mAb anti-alpha SMA, Cy3 conjugate (Sigma-Aldrich C6198); mouse mAb anti-CLDN5, Alexa Fluor 488 conjugate (Thermo Fisher Scientific 352588); mouse mAb anti-RPE65, Dylight 550 conjugate (Invitrogen MA5-16044); rabbit polyclonal anti-Collagen IV (Novus Biologicals NB120-6586); rabbit polyclonal anti-NG2 Chondroitin Sulfate Proteoglycan (Millipore AB5320); rabbit mAb anti-ASC/TMS1 (Cell Signaling 67824S); rabbit mAb anti-cleaved Caspase-3 (Cell Signaling 9664S); rabbit mAb anti-HIF-1alpha (Cell Signaling 36169S); rabbit mAb anti-P-SMAD1/5/9 (Cell Signaling 13820S); Armenian hamster mAb anti-CD3e (Invitrogen 14-0031-82); goat polyclonal anti-mouse CD45 (R&D Systems AF114); goat polyclonal anti-Iba1 (Novus Biologicals NB100-1028); chicken polyclonal anti-GFP (Aves Labs GFP-1020); rabbit mAb anti-NFkappaB NF-κB p65 (D14E12; Cell Signaling Technology 8242S); rabbit mAb anti-Integrin alpha 2 (ITGA2; clone GEB, BosterBio M01933); rabbit mAb anti-Integrin alpha 4 (ITGA4; D2E1; Cell Signaling Technology 8440); rabbit mAb anti-TOX/TOX2 (E6G5O; Cell Signaling Technology 36778S). Alexa Fluor-labeled secondary antibodies and GS Lectin (Isolectin GS-IB4) were from Thermo Fisher Scientific. Alexa Fluor-labeled secondary goat anti-Armenian hamster IgG antibodies were from BioLegend. Texas Red Streptavidin was from Vector Laboratories (SA-5006). Sulfo-NHS-biotin was from Thermo Fisher Scientific (21217).

### Tissue processing and immunohistochemistry

Tissues were prepared and processed for immunohistochemical analysis as described by Wang et al., 2012, and Zhou et al., 2014. In brief, mice were deeply anesthetized with ketamine and xylazine and then perfused via the cardiac route with 1% paraformaldehyde (PFA) in phosphate-buffered saline (PBS). Non-ocular tissues were dissected and dehydrated in 100% cold methanol overnight at 4°C. Tissues were re-hydrated the following day in 1× PBS at 4°C for at least 3 hr before embedding in 3% agarose. Tissue sections of 100–200 μm thickness were cut using a Leica vibratome.

For whole-mount retinas, intact eyes were immersion fixed in 1% PFA in PBS at room temperature for 1 hr before the retinas were dissected. For eye sections, enucleated eyes were imbedded in optimal cutting temperature compound (Tissue-Tek 4853) and frozen in dry ice. Embedded eyes were cut into 14 μm sections with a Zeiss cryostat and stored on glass slides at –80°C. For immunostaining, sections were warmed to room temperature, fixed in 1% PFA at room temperature for 30 min, and washed in PBS before pre-blocking.

For vascular permeability analysis, mice were injected intraperitoneally with Sulfo-NHS-biotin (100–200 μl of 20 mg/ml Sulfo-NHS-biotin in PBS) 30–60 min prior to intracardiac perfusion. Covalently bound biotin was visualized in tissue sections or in whole-mount retinas with Texas Red-conjugated streptavidin.

Tissue sections or whole-mount retinas were permeabilized in PBSTC (1× PBS+1% Triton X-100+0.1 mM CaCl_2_) overnight at 4°C, and subsequently incubated overnight at 4°C with primary antibodies, diluted in 1× PBSTC+7% normal goat or donkey serum. Samples were washed at least six times with 1× PBSTC over the course of 6–8 hr and subsequently incubated overnight at 4°C with secondary antibodies diluted in 1× PBSTC+7% normal goat or donkey serum. The next day, samples were washed at least six times with 1× PBSTC over the course of 6 hr and mounted in Fluoromount G (SouthernBiotech 0100-01).

### Epon embedding and processing

Following cardiac perfusion with 2% PFA and 2% glutaraldehyde in PBS, eyes were immersion fixed in the same fixative overnight at 4°C, treated for 90 min in osmium tetroxide on ice, dehydrated in an ethanol series, embedded in Epon, sectioned at 0.5 µm thickness, and stained with toluidine blue.

### Confocal microscopy

Confocal images were captured with a Zeiss LSM700 confocal microscope (20× or 40× objective) using Zen Black 2012 software, and processed with ImageJ, Adobe Photoshop, and Adobe Illustrator software. For experiments with control and mutant tissues, tissue processing, confocal imaging, and image processing were performed identically across genotypes unless stated otherwise.

### CNV quantification

For quantification of retinal CNV in frozen sections of whole eyes, 14 µm sections for analysis were spaced >200 µm apart so that each retina was sparsely sampled.

### Image analysis for cell counts

The density of immune cells was quantified from retina or choroid flatmount images by manually counting cells using the point-and-click ‘Cell Counter’ tool in Fiji-ImageJ (https://imagej.net/software/fiji/). From each quadrant of the retina, a 450 µm × 450 µm square was selected. For the choroid, the regions were 645 µm × 645 µm.

### Image analysis for immunostaining and Sulfo-NHS-biotin staining intensities

SMA, NG2, and PECAM1 immunostaining intensities were quantified from images of retina flatmounts that had been processed identically and imaged with identical confocal microscope settings. From each quadrant of the retina, a 450 µm × 450 µm square was selected that lacked large arteries or veins. Using the ‘Analyze’ tool and ‘Mean gray value’ function Fiji-ImageJ (https://imagej.net/software/fiji/), the mean intensity values were determined for the individual immunostaining channel. The same method was used for ICAM1 intensities, except the region analyzed consisted of an entire quadrant of retina. For each experiment, which included experimental and control retinas, the mean pixel intensity in the ICAM1 channel was scaled for both experimental and control retinas so that the mean of the control value was set to 1.0. For quantifying streptavidin bound to Sulfo-NHS-biotin, small zones dispersed throughout the retina flatmount image and encompassing vessel-free parenchyma were captured as screenshots and their mean pixel intensities quantified with Fiji.

### Purification of brain vascular fragments

Vascular fragments were purified from P14 control and *Cdh5CreER;Tgfbr1^CKO/-^* mouse brains as described previously (Hartz et al., 2018), with some modifications. For each preparation, one mouse was anesthetized using isoflurane, surface sterilized with 70% ethanol, sacrificed by cervical dislocation, and its brain dissected and transferred to a 10 cm tissue culture dish. The brain was minced into small pieces (~1 × 1 mm) with a razor blade (100 strokes in each orthogonal direction) with two drops of Dulbecco’s Phosphate Buffered Saline (DPBS; no calcium, no magnesium) added to maintain moisture (Gibco, 14190144).

The minced brain tissue was suspended in 10 ml of ice-cold DPBS supplemented with 5 mM EDTA (Invitrogen, AM9262) and 60 U/ml of RNasin-Plus RNase Inhibitor (Promega, N2615), and gently homogenized using a smooth pestle in a Thomas Pestle Tissue Grinder (3431E45) on ice with 5 strokes. The sample was incubated on ice for 10 min and then gently homogenized with 40 more strokes. To monitor the release of brain capillaries, 5 µl of the homogenate was briefly incubated at room temperature with DAPI and Isolectin GS-IB4 from *Griffonia simplicifolia* conjugated with Alexa Fluor 488 (Invitrogen, I21411) and then visualized under a fluorescent microscope.

The brain vascular fragments were pelleted by two rounds of centrifugation through 15% Ficoll PM 400 (Sigma-Aldrich, F4375). For the first round of centrifugation, 10 ml of the homogenate was vigorously mixed with 10 ml of 30% Ficoll PM 400. The sample was aliquoted into three 50 ml heavy-walled glass centrifuge tubes with round bottoms (Marienfeld, 3933041), and each tube was loaded with 6.7 ml of sample and then centrifuged at 5800 × *g* for 20 min at 4°C. The pellets, containing enriched vascular fragments, were saved. For the second round of centrifugation, the supernatant from the first round of centrifugation, which included a layer of myelin at its top, was transferred to a fresh 50 ml glass tube and vigorously mixed. The sample was aliquoted into three heavy-walled glass centrifuge tubes and centrifuged as described for the first round. The pellets from the two rounds of centrifugation were resuspended and pooled in a total volume of 10 ml of DPBS supplemented with 1% BSA and 40 U/ml of RNasin-Plus RNase Inhibitor (‘DPBS+BR’). The sample was centrifuged in a heavy-walled glass centrifuge tube with a round bottom at 300 × *g* for 10 min at 4°C. The pellets were resuspended and pooled in a total volume of 1 ml of DPBS+BR by gently pipetting 10 times with a 1 ml pipette tip.

The 1 ml suspension was filtered through a Nylon Mesh Filter (Tisch Scientific; 300 µm mesh, ME17240) to remove large tissue fragments. The material trapped by the filter was rinsed one time with 1 ml of DPBS+BR. The resulting 2 ml suspension was then filtered through a PluriStrainer 20 µm filter (Cell Strainer, 43-50020-03) to capture vascular fragments. The PluriStrainer 20 µm filter was placed on top of a 50 ml tube and loaded in several steps with the suspension, which was allowed to drain by gravity flow. The vascular fragments retained on the filter were then washed once with 1 ml of DPBS+BR. The vascular fragments were recovered from the surface of the filter with several washes with 1 ml of DPBS+BR. The resulting 3 ml sample was centrifuged in a 12 ml heavy-walled glass centrifuge tube with a round bottom (Marienfeld, 3933011, 12 ml) at 300 × *g* for 10 min at 4°C. The pellet was resuspended in 500 µl of DPBS buffer with 40 U/ml of RNasin Plus RNase Inhibitor using a 1 ml Low Retention Pipette Tip (1000 µl Filtered Pipette Tips for Rainin LTS Pipette – RNase and DNase Free; 3840/CS, LTS-1000FT-CS). The suspended vascular fragments were placed in a 1.5 ml low-retention tube (Thermo Scientific, 3451) and centrifuged at 300 × *g* for 10 min at 4°C. The supernatant was removed, and the pellet was frozen on dry ice and stored at –80°C.

### snRNAseq

snRNAseq libraries were prepared using the PIPseq T20 3’ Single Cell RNA Kit v4.0 PLUS or the PIPseq T10 Single Cell RNA Kit v5.0 (Fluent BioSiences; Clark et al., 2023; Fontanez et al., 2024). Frozen tissue was suspended in homogenization buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH, pH 7.8) supplemented with 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, EDTA-free protease inhibitor (Roche 11836 170 001), 0.5% IGEPAL-630, and 40 U/ml Protector RNase Inhibitor (Sigma, 03335402001). Samples were homogenized in a 2 ml Dounce homogenizer, using 15 strokes with a loose-fitting pestle followed by 30 strokes with a tight-fitting pestle. The sample was filtered through a 10 μm filter (CellTrix, Sysmex, 04-004-2324), and nuclei were pelleted in low-retention 1.5 ml microcentrifuge tubes for 5 min at 500 × *g* at 4°C. Nuclei were washed twice with Nuclei Suspension Buffer (supplied in the Fluent BioSciences kit) supplemented with 1% BSA and 40 U/ml Protector RNase Inhibitor. Nuclei were counted, and ~40,000 nuclei (for the T20 kit) or ~20,000 nuclei (for the T10 kit) were used for library production following the Fluent BioSiences protocol. The resulting snRNAseq libraries were sequenced on an Illumina NovaSeq X Plus sequencer. Vascular fragments from two mouse brains were pooled for each snRNAseq library.

### Analysis of snRNAseq data

Reads were aligned with the PIPseeker program (Fluent BioSiences, version 3.3.0) using the pipseeker-gex-reference-GRCm39-2023.04 index provided by Fluent BioSiences. The CellBender program was used to detect empty droplets and remove background (version 0.3.2; Fleming et al., 2023). The SOLO program was used to remove doublets (scVI-tools 1.2.2-post2; Bernstein et al., 2020). Manual curation was used to further remove potentially mixed (doublet) nuclei, as well as clusters with multiple nuclei from samples AR7 and AR8. The data were normalized using a regularized negative binomial regression algorithm implemented with the SCTransform function (Hafemeister and Satija, 2019). Batch effects were corrected using the Seurat RPCAIntegration function. UMAP dimensional reduction was performed using the R uwot package (https://github.com/jlmelville/uwot, copy archived at Melville, 2025) integrated into the Seurat R package (Melville, 2022). Data for the various scatter plots were extracted using the Seurat AverageExpression function, and differential gene expression was analyzed using the Seurat FindMarkers function. The Wilcoxon rank-sum test was used to calculate p-values. The p-values were adjusted with a Bonferroni correction using all genes in the dataset. Data exploration, analysis, and plotting were performed using RStudio (RStudio Team, 2020), the tidyverse collection of R packages (Wickham, 2017), and ggplot2 (Wickham, 2009). Dotplots were generated with the default settings, including default normalization.

### GSEA

For GSEA (Subramanian et al., 2005), genes were ranked by the fold expression change between control and mutant datasets. The ranked gene list was used to detect enriched gene sets within the Broad Institute Hallmark Gene Sets using the fgsea R package (https://github.com/ctlab/fgsea; Korotkevich et al., 2019).

### Statistical analysis

All statistical values are presented as mean ± SD. The Wilcoxon rank-sum test was used to measure statistical significance. Statistical tests were carried out using the following web sites: https://www.socscistatistics.com/tests/signedranks/default2.aspx and https://www.omnicalculator.com/statistics/wilcoxon-rank-sum-test#how-do-i-calculate-wilcoxon-rank-sum-test. The statistical significance is represented graphically as n.s., not significant (i.e. p>0.05); *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

## Data Availability

The snRNAseq data have been deposited in the Gene Expression Omnibus (GEO) database (GSE306082). The following dataset was generated: WangY RattnerA LiZ SmallwoodPM NathansJ 2025Vascular endothelial-specific loss of TGF-beta signaling as a model for choroidal neovascularization and central nervous system vascular inflammationNCBI Gene Expression OmnibusGSE30608210.7554/eLife.107018PMC1272683341432545

# Supplementary material for: Vascular endothelial-specific loss of TGF-beta signaling as a model for choroidal neovascularization and central nervous system vascular inflammation
**Source:** eLife. 2025 Dec 23;14:RP107018. doi: 10.7554/eLife.107018
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key Resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resources Table |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Not done |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | Not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends |  |
| Define whether data describe technical or biological replicates. | Biological replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Wilcoxon test for p-value calculations (figure legends, Materials and Methods section) |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | GSE306082 in the GEO database |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

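Nuclei of whole retinas from 1 control and 11 *Cdh5CreER;Tgfbr1 CKO/-* (CKO) libraries and nuclei of brain vascular fragments from 1 control and 1 CKO library were profiled by snRNAseq. The deposited values are whole UMI counts per gene and nucleus, which the authors made with PIPseeker on the GRCm39 mouse genome, CellBender for empty droplets and background, and SOLO for doublets. The authors then removed mixed nuclei by hand, as well as clusters with multiple nuclei from CKO retina replicates 4 and 5. Their normalized values, integration and UMAP coordinates were not used. The cell type, batch and kit of each nucleus are the authors' labels. The annotation used for gene positions has the same GRCm39 build. Control retinas hold 11513 nuclei and CKO retinas between 104 and 18862 per library, and total UMIs per retina library range from 90449 to 55803724. The brain libraries hold 49798325 and 31033373 UMIs. Intervals are 95% intervals and cover counting error only, by the exact binomial for shares, the exact Poisson for single values and the exact conditional binomial for ratios.

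Libraries, not nuclei, were the replicates. Shares of nuclei in the retina were compared with two-sided exact permutation tests over libraries, of which the smallest possible p is 0.0833. For the brain, with 1 library per genotype, UMIs were summed over the nuclei of each cell type, divided by their total, and reported as ratios without a test. Ratios of single genes used no pseudocount, and log2 ratios in lists and profile distances used 0.5 UMIs. Immune nuclei were clustered with scanpy 1.11.5 and leidenalg 0.10.2, from 2000 variable genes, 20 principal components and 15 neighbors. Clusters were named from fixed marker genes, where a marker counted as raised at a fold of at least 2 and in at least 5% of nuclei, and a named class needed at least 3 raised markers. An immune class also needed 1 of its own markers among the 10 leading genes, and clusters with more raised markers of a retinal class than of any immune class were grouped as retinal. The rule on leading genes, the comparison with the class in second place and the grouping into microglial, other and retinal clusters were tightened after a first clustering had been seen. An exploratory clustering on all genes came before the one on the 15023 genes with UMIs in both annotations of the batches. The depth of 100000 UMIs at which profiles of brain cell types were compared was set after the sums had been seen.

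Gene lists, cell type markers, the main tests and the alternatives not described as added were written before the deposited counts were examined. The lists cover the interferon response, MYC and ribosome biogenesis, inflamed endothelium, SMAD targets, hypoxia and immediate early genes. They also cover arterial, capillary, venous and tip ECs, and Y chromosome genes. Values in the paper's Supplementary files 1 and 2, from the same brain libraries, had been seen, so the lists may not be independent of them. The S and G2/M lists are those of Seurat 5.3.0. For a list, genes with at least 5 UMIs were used, and its median was placed among 10000 random lists matched on expression in 20 bins. Müller glia UMIs were summed per library and tested with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05, kit as a covariate) and with DESeq2 1.42.0 as an alternative, with limma 3.58.1 for tests of lists, in R 4.3.3. The single control library is assumed to vary like the CKO libraries. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

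Tests across genes were tested on simulated data before use. For Müller glia, 76.5% of 196 tested changed genes were recovered among 12978, with 9 false calls of 159. For brain ECs, 200 of 200 changed genes had the right sign, and a raised, a lowered and an unchanged list were at percentiles 100, 0 and 54.9. The genes named are those the paper names in its snRNAseq results or the legends of Figures 4 and 9, *Tgfbr1*, *Tgfbr2* and sex chromosome genes, the 10 genes with the largest and the 10 with the smallest ratio in brain ECs among genes with at least 200 UMIs, and in Müller glia the 5 genes of smallest p in each direction. *Xist* values in the paper's supplementary tables had been seen before this rule was written. Transcripts of Supplementary file 2 are also named, and the ones shown singly were picked after their values had been seen.

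Alternatives covered the kit, the curated libraries, the label against marker genes, depth, TMM scaling, weighting of nuclei, thinning, pericyte markers in ECs, other gene sets, other filters and DESeq2. The Hallmark sets of the paper were not available, and sets of the Reactome collection that ships with fgsea served as alternatives. Tests between the brain genotypes were not made because each has 1 library.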

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

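The tests of an effect of the genotype on *Xist*, of nuclei of both sexes in the control brain library, of EC genes against Y chromosome genes and of the hypoxia list in rods, between batches, by depth and by sex were chosen only after the result was seen.

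Transcripts of the Y chromosome genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* sum to 421 CPM in the CKO brain library, a signal the paper does not report on, against 189 CPM in the control library. An effect of the genotype on *Xist* alone is argued against by these genes, which would stay at the same level but are 2.23 times as high in the CKO library. *Xist* and the Y chromosome genes both go with a difference in the sex of the mice. Of CKO nuclei with at least 2000 UMIs, 0.216% hold a *Xist* UMI, against 75.1% in the control library. A Y chromosome UMI is in 79.5% of these CKO nuclei, against 39.4% in the control library. Deep control nuclei were predicted to hold *Xist* or Y transcripts and seldom both, which was met in part, since 19.5% hold both where independence gives 29.6%. Of the 438 control nuclei with at least 5 Y chromosome UMIs, 54.3% have a *Xist* share under 10%, against 99.5% of 435 in the CKO library, so the control library may hold nuclei of both sexes. The measure first chosen, control nuclei with at least 5 UMIs of sex chromosome genes, gave 238 under 10% *Xist*, 6035 above 90% and 717 between, and does not separate free RNA from nuclei of both sexes. In ECs the 4 Y chromosome genes together are 2.32 times as high (2.17 to 2.49) in the CKO library, and singly up to 3.78 times (2.90 to 4.98). Of the 47 EC genes above 4 times with at least 200 UMIs, 15 have an interval above 4.98, so they rise by more than genes made in males alone. With 1 library of each genotype, sex and genotype are not separated here for smaller rises or for lower genes, and the sex of the mice is not named in the paper's text.

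In Müller glia, the hypoxia list of 38 genes has a median log2 fold change of 0.67 between CKO and control retinas, where all genes have 0.01. The paper does not discuss these genes. By immunostaining at a later age, it reports regions of mutant retinas with HIF1-alpha in nuclei, which it reads as hypoxia. Of the list, 34 genes are above 0, 0 pass an adjusted p of 0.05 over all genes, and 2 do when adjusted over the list alone. The camera test of limma gives p = 1.8e-11 with a preset correlation, and fry gives p = 0.0786, so the call does not hold under fry. The mean score of the list is above the control in 10 of 11 CKO libraries (difference 0.140, exact permutation p = 0.833), and without CKO replicate 4, which has 2 Müller glia nuclei, in 10 of 10 (difference 0.640, exact permutation p = 0.0909, the smallest possible). In rods the difference is 0.692, above the control in 9 of 10 libraries (exact permutation p = 0.273). A difference of the single control library in all cell types is a candidate explanation. A response to low oxygen, in Müller glia alone or across the retina, stays open beside it. The rods do not separate them, since a response across the retina would raise the list in rods too. A difference between batches is argued against as the whole cause, since the 3 CKO libraries of the control's batch score at least 5.82 against 5.13 in the control. So is depth, since the CKO libraries with more Müller glia UMIs than the control score at least 5.90 and all of those with fewer but replicate 4 score above the control. So is the sex of the mice as the whole cause, since the CKO libraries with *Xist* near the level of the control other than replicate 4, replicates 1, 2 and 7, score 6.01, 6.07 and 5.26 (median 6.01), where the SD over CKO libraries without replicate 4 is 0.305. Of these, replicate 7 is within 1 SD of the control.

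In nuclei labeled glia of the brain libraries, which hold 9 of 9 fibroblast markers at above 4 times the level of all other nuclei, the immediate early list has a median log2 ratio of 1.91, with 18 of 18 genes above 0, in data the paper does not discuss in this respect. The same list has a median above 0 in 13 of 15 cell types, and lies outside the central 95% of random lists, on the high side, in 3 of them, which include the clusters labeled Glut_11 and CP_6. A difference in the handling of the tissue may explain part of this, but the spread between types, with ECs at percentile 33.0, keeps it open. No biological explanation was tested beyond the genotype, which 1 library each cannot separate from handling.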

How the results depend on the processing

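The comparisons within batches, without single libraries (also for the share by *Ptprc*, by depth and without rods), with all immune nuclei as the denominator, without immune clusters of few markers, without X and Y genes, among nuclei of at least 1000 UMIs for profile distances, by the 99th percentile and with symbols seen in every batch were chosen after the result was seen.

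Of 404 comparisons with an alternative, 288 kept their direction and side of the threshold or moved by less than their error, 92 values without a test moved beyond it, 12 became weaker, 2 stronger and 10 changed direction. No paired analysis was possible because the groups share only replicate number 1. Neither share of retinal nuclei can pass 0.05 in this design, so their unchanged calls say nothing about stability. The comparisons of gene lists with TMM factors, 13 each in ECs, astrocytes and glia, say nothing about it either. TMM factors shift all genes of a cell type alike, so a percentile cannot change. The excess of the immune share in CKO retinas over the control is 6.21 percentage points over all libraries and lies between 0.604 without CKO replicate 4 and 6.80 without another CKO library. The non-microglial share kept its direction in all 7 alternatives, and the 21 alternatives of the makeup of immune nuclei moved no share beyond its SD.

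The EC share of brain nuclei moved to 19.3% in the control and 21.2% in the CKO library with 2 or more endothelial markers in place of the label, and to 13.8% and 21.2% among nuclei with at least 1000 UMIs. The cause was not tested. The rank of ECs by profile distance, 7 of 18, moved to 4 with at least 30 UMIs per gene, to 5 with the summed UMIs reduced, and to 5 with the same number of nuclei and UMIs per nucleus. It was 7 in the remaining 5 settings.

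Among 55 transcripts in ECs, TMM factors moved 8 and the mean of UMIs per 10000 moved 27, and neither changed the direction of a transcript whose interval excludes 1. *Icam1* and *Nfkbia* turned negative under both and *Tnfaip1* under TMM factors, each with an interval that includes 1. Thinning each nucleus moved 25 of 51 and turned *Nfkbid* to a log2 ratio of -0.32, as well as *Nfkbib* to -0.32, *Icam1* to -0.25 and *Nfkbia* to -0.10, whose intervals include 1. EC nuclei with no pericyte or smooth muscle marker UMI, which are few, moved 19 of 33 and turned *Itgb1* to 1.94, *Ikbkb* to -0.70, *Nfkb2* to -0.12 and *Nfkbiz* to -0.38, as well as, among transcripts whose intervals include 1, *Icam1* to -1.70, *Icam2* to 1.50, *Nfkbia* to -0.52 and *Rela* to 0.03. The cause was not tested. Transcripts with 0 UMIs in 1 of the libraries under a setting have no value there. The deposited data hold no immune subclasses, so the alternative of using them was not run.

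For gene lists in ECs, TMM factors shift all log2 ratios alike, so no percentile could change and that setting tests nothing. With the nearest Reactome sets, the interferon list moved to percentile 60.75, the inflammation list to 48.01, the SMAD target list to 84.39 and the hypoxia list to 16.235, while the S and G2/M lists were at 98.93 and 100. With genes of at least 20 UMIs, the inflammation list was at 97.49 and the tip cell list at 90.21. With the mean in place of the median, the hypoxia list was at 8.63 and the tip cell list at 50.78. In glia, the nearest Reactome set placed the S phase list at 55.37, and with genes of at least 20 UMIs the S phase list was at 13.33 and the G2/M list at 33.74. In astrocytes, the capillary EC list moved to 14.89 with the mean and to 3.21 with genes of at least 20 UMIs. These sets hold other genes, so the calls depend on the genes chosen.

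For Müller glia, 2 genes pass the threshold with edgeR, both lower in CKO retinas. DESeq2 gives 70, of which 69 are higher in CKO retinas and 1 is shared with the edgeR calls. Without a kit term, with the v4.0 PLUS kit only and without CKO replicates 4 and 5 the count is 1 each. Within batch 1 it is 17, with 13 higher and 4 lower, and with symbols that have UMIs in every batch it is 8. The cause was not tested. The Pearson correlation of the immune share with the Müller glia hypoxia score across CKO libraries, -0.984, turned to 0.43 without the libraries farthest from the median, CKO replicates 4 and 5 (exact permutation p = 0.259, adjusted p = 0.688), and to 0.54 within batch 3 (exact permutation p = 0.275, adjusted p = 0.688). It rests on replicate 4.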

Differences from the paper's values

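The comparison of the supplementary sheets and the marker tests of the clusters with NK and dendritic cell genes were chosen after the result was seen.

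In the paper's Supplementary files 1 and 2, log2 ratios of CKO over control in ECs differ from those of summed UMIs by more than the counting error for 10 of 23 transcripts. The paper's value for *Ahr* is 5.81 and the value here 3.89, for *Nr5a2* 4.21 and 5.26, for *Pcdh17* 4.64 and 3.69, for *Tgfbr3* 2.28 and 1.55, for *Tox3* 3.40 and 2.77, for *Itga6* 0.23 and 0.35, for *Nfkbia* -0.10 and 0.028, for *Ikbkb* 0.57 and 0.24, for *Ikbkg* 1.38 and 0.48, and for *Nfkbiz* 1.01 and 0.40. The paper's test took nuclei as replicates. With the mean over nuclei of UMIs per 10000, set before the deposited counts were examined, none of the 23 differs. With TMM factors, all of these but *Itga6* and *Nfkbia* still differ. With nuclei thinned to 400 UMIs, where *Ahr* has 0 UMIs in 1 of the libraries and no value, *Nr5a2*, *Tgfbr3*, *Tox3*, *Itga6* and *Ikbkb* still differ. In EC nuclei with no pericyte or smooth muscle marker UMI, *Pcdh17*, *Tgfbr3*, *Tox3*, *Itga6*, *Nfkbia*, *Ikbkb*, *Ikbkg* and *Nfkbiz* still differ, and *Ahr* and *Nr5a2* have 0 UMIs in at least 1 library and no value. Transcripts that differ only under an alternative are *Itga1*, *Itga2*, *Itga4*, *Nfkb1* and *Nfkbil1* with TMM factors, *Stra6*, *Tox*, *Itga4*, *Nfkbil1* and *Nfkbib* with thinned nuclei, and *Htra3*, *Itga1*, *Itga4*, *Nfkb1* and *Nfkb2* in EC nuclei with no pericyte or smooth muscle marker UMI. Fractions of EC nuclei with a UMI match the paper's for all 23 transcripts within 0.51 percentage points. For *Itga1*, *Itga4* and *Itga6* this rests on 1 sheet of Supplementary file 2. Another sheet of that file gives other fractions for integrins listed in both.

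The paper lists integrin beta1 among the integrins raised in CKO ECs. *Itgb1* has a ratio of 0.909 (0.874 to 0.946), while the 4 integrin alpha subunits it names are above 1. Only in EC nuclei without pericyte or smooth muscle markers is *Itgb1* higher in the CKO library, with a log2 ratio of 1.94.

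From UMAP plots and from enrichment scores in ECs, glia and astrocytes, the paper describes changes in ECs as larger than in other cell types. By the distance of profiles at equal summed UMIs, ECs rank 7 of 18, between 4 and 7 over 9 settings and 5 of 17 with nuclei and UMIs per nucleus also matched, and OPCs are at 0.27 against 0.11 for ECs.

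In Supplementary file 1, the headings of the glia and astrocyte sheets run against the deposited labels. All 849 fractions of the EC sheet are those of the libraries as labeled, within 0.0051. In the astrocyte sheet all 636 genes have the fractions of the other library, and in the glia sheet 193 of 233 do, with all 233 in the opposite direction.

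In Figure 4, genes shown for NK cells are highest in a cluster where 91.4% of nuclei hold a monocyte marker UMI, against 30.1% of other nuclei labeled immune, and 3.45% an NK cell marker UMI, against 4.23%. Those shown for dendritic cells are highest in a cluster where 11.7% of nuclei hold a dendritic cell marker UMI of the fixed list, against 22.5% of other nuclei labeled immune. Genes shown for microglia, macrophages, B cells and *Skap1*+ T cells are highest in clusters that hold markers of those classes, and those for *Skap1*- T cells in the cluster with B-cell and dendritic cell markers.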

Other observations

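The tests of shallow pericytes and microglia apart, of sex and annotation for *Gm17167* and *Zfp951*, of exchanged libraries and headings, of monocytes, of curation and of gene annotations of the batches came only after the result was seen, as did the profile distances at 1000 UMIs and at the 99th percentile. *Gm17167* and *Zfp951* were picked from the test itself, and what rods and flanking DNA would show was written before those tests.

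Pericytes and microglia are fewer in the CKO brain library. For pericytes, loss of shallow nuclei is argued against, since among nuclei with at least 1000 UMIs they are 0.132% (0.0721 to 0.221) of the control and 0% (0 to 0.0413) of the CKO library. For microglia it stays open, since the shares there are 0.104% (0.0517 to 0.185) and 0.0560% (0.0182 to 0.131). Pericyte nuclei labeled as another type may explain the lower count of pericytes: over all nuclei, pericyte markers are 1.25 times as high in the CKO library. Microglial markers are at 0.813 times, which leaves a lower number of microglia open.

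In Müller glia, *Gm17167* (log2 fold change -2.82, adjusted p = 5.1e-05 from edgeR) and *Zfp951* (-2.43, adjusted p = 0.0228) are lower in CKO retinas, in each of the 10 libraries other than replicate 4, whose 705 Müller glia UMIs are too few to tell. At an unadjusted p under 0.05 there are 635 of 12978 genes. When each CKO library is set against the others, 2 of 11 give as many genes, replicate 4 with 2 Müller glia nuclei (393 genes) and replicate 6 (3 genes), so a difference of any 1 library cannot be told apart from the genotype with a single control. Both genes are also lower in rods of 10 of 10 CKO libraries, *Gm17167* by 3.65 times, so a difference in DNA between the mice may explain them. A difference in sex is argued against, as CKO replicates 1, 2 and 7, with *Xist* near the level of the control, have *Gm17167* at no more than 51.5 CPM in Müller glia against 262 in the control. A difference in annotation is argued against, as *Gm17167* has a log2 fold change of -2.68 and *Zfp951* of -2.53 within batch 1. Over all nuclei of the brain libraries *Gm17167* is at 141 CPM in the control and 30.4 in the CKO library and *Zfp951* at 21.6 and 12.0, while in ECs *Zfp951* is at 7.58 and 14.6. *Gm17167* lies 5.12 Mb from *Tgfbr1*. *Zfp951* lies on chromosome 5 and *Tgfbr1* on chromosome 4, so flanking DNA is a candidate for *Gm17167* only. Of 107 tested genes within 10 Mb of *Tgfbr1*, 8.41% (3.92 to 15.4) have an unadjusted p under 0.05, against 4.86% of others, which leaves flanking DNA open. The 5 genes of smallest p that are higher in CKO retinas are *Ccn1*, *Nebl*, *Dpp6*, *Robo1* and *Pdgfra*. The other lower ones are *Gm12394*, *Crispld1* and *Cacnb4*. None of the 5 higher ones passes the threshold in the main edgeR fit. With DESeq2, *Nebl* (adjusted p = 0.00056), *Dpp6* (1.6e-06), *Robo1* (0.00056) and *Gm17167* (5.5e-13) pass it and *Zfp951* (0.527) does not.

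Across CKO libraries, the immune share and the Müller glia hypoxia score have a Spearman correlation of 0.0636 (permutation p = 0.860, adjusted p = 0.906) and a Pearson correlation of -0.984 (permutation p = 0.0885, adjusted p = 0.551). The Benjamini-Hochberg adjustment is over the 10 correlations computed for this relation. The Pearson correlation rests on CKO replicate 4, and with rods in place of Müller glia it is -0.233 (permutation p = 0.521, adjusted p = 0.767). Whether immune nuclei increase with the hypoxia response cannot be told apart from chance in these libraries.

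The cell cycle lists are higher in CKO ECs. More ECs in the cell cycle and a rise of these genes in all ECs cannot be told apart: 9.01% of thinned control nuclei (7.86 to 10.3) and 23.1% of thinned CKO nuclei (21.6 to 24.7) hold 3 or more cell cycle UMIs, but that count uses genes of the lists themselves.

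Types other than ECs have larger profile distances. Among nuclei with at least 1000 UMIs OPCs are still highest, at 0.289, from 197 control and 58 CKO nuclei. Free RNA stays open, since that cut does not remove it. The value for counting error also leaves out variation between nuclei. With nuclei and UMIs per nucleus matched, OPCs are at 0.415 and ECs at 0.147. A few large changes that a median leaves out are argued against by the 99th percentile, at which another type reaches 2.58. No biological explanation was tested.

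The reversed glia and astrocyte sheets are argued against as exchanged libraries by the EC sheet, where 849 fractions are as labeled. Exchanged column headings may explain them, since 636 astrocyte fractions are those of the other library. Monocytes in place of NK cells may explain the cluster with the NK genes of the figure, since 91.4% of its nuclei hold a monocyte marker UMI, against 30.1% of other nuclei labeled immune at a higher depth. Curation of its clusters may explain the immune share of CKO replicate 4, which holds 0 rods. A different gene annotation may explain symbols seen in only 1 set of batches, since 20.4% of the symbols seen only in batch 3 are synonyms of one seen only in the others.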
